# PIP-seq identifies novel heterogeneous lung innate lymphocyte population activation after combustion product exposure

**DOI:** 10.1038/s41598-024-70880-y

**Published:** 2024-08-30

**Authors:** Yung-An Huang, Xinyu Wang, Jong-Chan Kim, Xiang Yao, Anshika Sethi, Allyssa Strohm, Taylor A. Doherty

**Keywords:** Innate lymphoid cells, Acute inflammation

## Abstract

Innate lymphoid cells (ILCs) are a heterogeneous population that play diverse roles in airway inflammation after exposure to allergens and infections. However, how ILCs respond after exposure to environmental toxins is not well understood. Here we show a novel method for studying the heterogeneity of rare lung ILC populations by magnetic enrichment for lung ILCs followed by particle-templated instant partition sequencing (PIP-seq). Using this method, we were able to identify novel group 1 and group 2 ILC subsets that exist after exposure to both fungal allergen and burn pit-related constituents (BPC) that include dioxin, aromatic hydrocarbon, and particulate matter. Toxin exposure in combination with fungal allergen induced activation of specific ILC1/NK and ILC2 populations as well as promoted neutrophilic lung inflammation. Oxidative stress pathways and downregulation of specific ribosomal protein genes (*Rpl41* and *Rps19*) implicated in anti-inflammatory responses were present after BPC exposure. Increased IFNγ expression and other pro-neutrophilic mediator transcripts were increased in BPC-stimulated lung innate lymphoid cells. Further, the addition of BPC induced *Hspa8* (encodes HSC70) and aryl hydrocarbon transcription factor activity across multiple lung ILC subsets. Overall, using an airway disease model that develops after occupational and environmental exposures, we demonstrate an effective method to better understand heterogenous ILC subset activation.

## Introduction

Since their characterization, group 2 innate lymphoid cells (ILC2s) have been found to play a critical role in the pathogenesis of eosinophilic type 2 inflammation that is present in most forms of human asthma^1–3^. ILC2s are lineage-negative cells that are largely tissue-resident cells and rapidly respond to a multitude of stimuli (allergens, infectious agents, and toxins). ILC2s are a subset of the broader group of innate lymphoid cells (ILCs) and are defined by their production of type 2 cytokines that include IL-5 and IL-13. In contrast, group 1 innate lymphoid cells (ILC1s) produce IFN-γ that are innate counterparts to CD4 + Th1 cells. In mouse models of type 2 asthma, ILC2s play a critical role in the development of type 2 lung inflammation induced by house dust mite^4^, ovalbumin^5^, and *Alternaria alternata*^6^. In addition to allergens, lung ILC2s are stimulated during exposure diesel exhaust, particulate matter, and ozone and contribute to lung inflammation induced by pollutants^7–10^.

The effect of toxic injuries and innate lymphoid cell responses may be relevant to occupational lung diseases such as those that occur in military populations that have been exposed to burn pits and other deployment-related toxins^11^. Burn pits emit airborne toxins during the combustion of debris and leftover material that includes plastics, ordinance, paints, fuel, and oil and are associated with significant health consequences in military personnel and Veterans^12–14^. New-onset and worsening of asthma and chronic obstructive pulmonary disease (COPD) are specifically associated with burn pit exposures^12–20^. There is limited data regarding which burn pit components may induce aberrant airway immune responses, but likely candidates include fine particulate matter (PM), polyaromatic hydrocarbons (PAH), and dioxins^14,20^.

Recent studies have demonstrated that ILC2s are a heterogeneous population with significant plasticity and display regulatory functions as well as produce mediators associated with neutrophilic inflammation^21,22^. Single-cell RNA sequencing (scRNA-seq) is a powerful transcriptomic approach to identify subsets of ILC2s in various disease states and organs, and has demonstrated significant ILC2 heterogeneity and tissue-specific responses in both humans^23,24^ and mice^25,26^. One of the limitations of in-depth ILC work is the low cell numbers in tissues (approximately 10,000–20,000 in naïve mouse lung). While previous studies have used sorted cells based on lineage negative and CD127 + in human or Th1.2 + in mouse cells to perform subsequent scRNA-seq, here we describe a novel approach where ILCs are enriched using magnetic negative selection before performing particle-templated instant partition sequencing (PIP-seq). PIP-seq is a next-generation scRNA-seq method that has the advantage of rapid, scalable, and microfluidic -free processing that allows for improved detection of heterogeneous populations^27^. Importantly, our method allows for in-depth ILC analysis while concurrently allowing for the assessment of non-ILC lung cell populations. We developed a preclinical model using *Alternaria alternata* to induce type 2 lung inflammation in mice in combination with a burn pit constituent (BPC) mix that includes dioxin, aromatic hydrocarbon, and particulate matter. Using PIP-seq after magnetic innate lymphoid cell (ILC) selection, we identified unique ILC2 subsets that are activated after BPC exposure and a shift from a predominant type 2 airway inflammation to a mixed type 1 and type 2 inflammatory response.

## Results

### Burn pit constituent (BPC) mix in combination with *Alternaria* induces mixed granulocytic lung inflammation

To investigate the effects of the inhalation of airborne fungal allergen together with combustion toxins on the development of pulmonary diseases, a burn pit constituent (BPC) cocktail (2,3,7,8-Tetrachlorodibenzodioxin, TCDD; Benzo[a]pyrene, BaP; particulate matter < 4 μm, PM4) was administered during a short-term *Alternaria alternata* (Alt)-induced lung inflammation model^28^ (Fig. 1A). The short-term Alt model induces strong type 2 innate lymphoid cell (ILC2)-driven lung inflammation characterized by an increase in type 2 cytokines, eosinophil infiltration, and mucus metaplasia^6,28–33^. The addition of BPC to Alt induced a more severe inflammatory response with an increase in total leukocyte counts in bronchoalveolar lavage (BAL) fluid compared to Alt alone (Fig. 1B). Enhanced peribronchial airway inflammation and epithelial mucus production were also observed in lung tissue slides from BPC + Alt-treated mice (Figure S1). BPC added to Alt led to a slightly reduced percentage of BAL eosinophils (Fig. 1C) and a concomitant increase in percentage of BAL neutrophils (Fig. 1E). However, the total number of BAL eosinophils was similar to Alt alone (Fig. 1D) and we observed a synergistic increase in total BAL neutrophils after BPC exposure (Fig. 1F). ELISA of BAL supernatants showed an increase in IFN-γ from mice exposed to Alt plus BPC compared to Alt only (Fig. 1G). Consistent with similar eosinophil numbers in Alt groups with or without BPC, levels of T2 cytokines IL-4, IL-5, and IL-13 were also similar (Fig. 1H–J). Overall, the addition of BPC to Alt induces a synergistic neutrophilic inflammation while maintaining strong eosinophilic inflammation induced by Alt. Thus, the phenotype induced by BPC is a unique model to utilize single-cell approaches to better understand ILC responses during mixed granulocytic inflammation induced by toxins with allergen exposures, and compare with a more conventional T2 model induced by Alt alone.

**Fig. 1:**
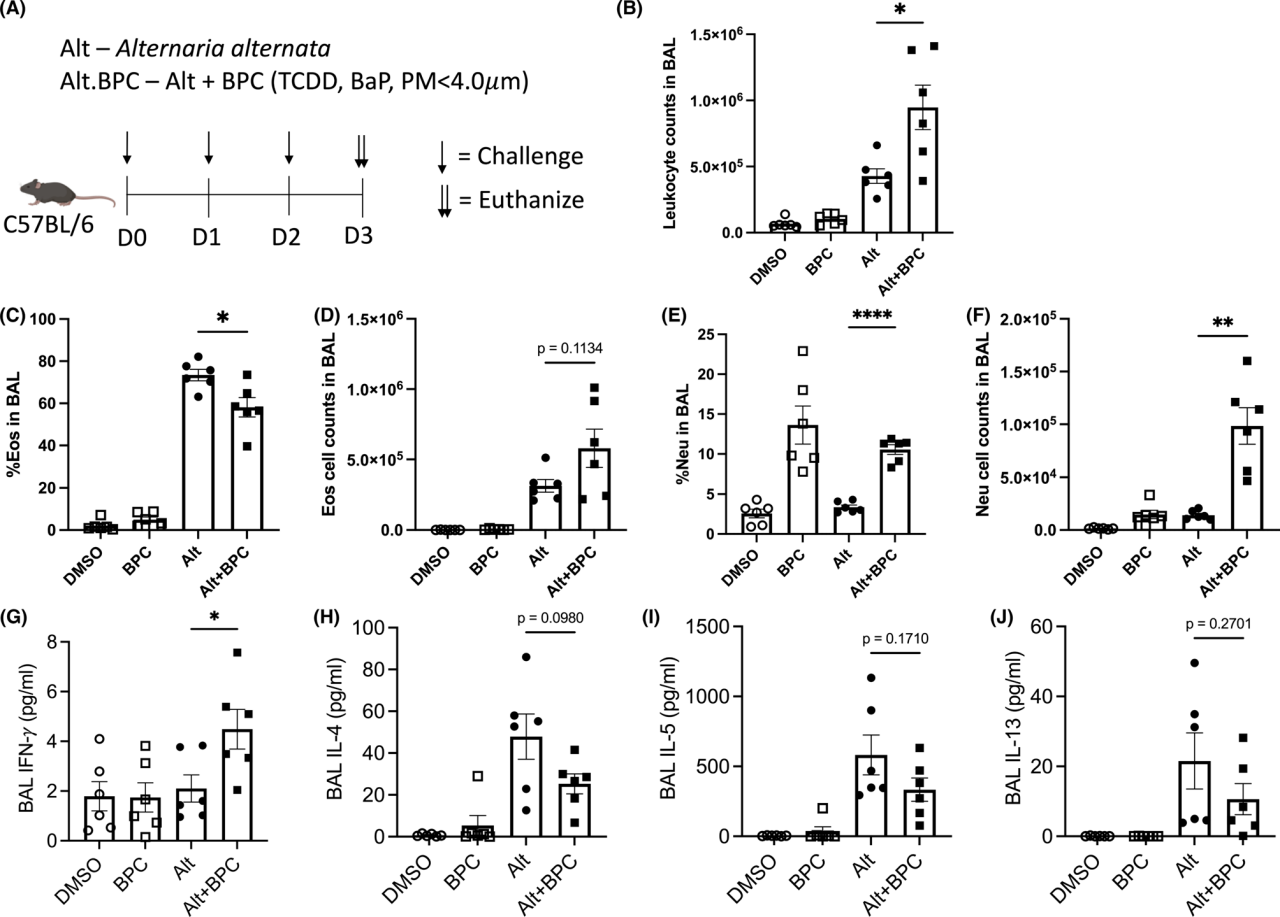
Exposure to burn pit constituents with Alternaria causes a mixed granulocytic lung inflammation. (**A**) *Alternaria alternata* extract (30 µg/mouse) and burn pit constituent (BPC) cocktail (0.6 ng TCDD + 5 ng BaP + 20 µg PM4/mouse) were administrated intranasally to female wildtype B6 mice on day 0, 1, and 2. The groups are vehicle (DMSO), BPC alone (BPC), *Alternaria alternata* (Alt), and *Alternaria alternata* plus BPC (Alt + BPC). On day 3, mice were euthanized, and bronchoalveolar lavage (BAL) was obtained. (**B**) Total leukocyte numbers (**C** and **D**), leukocyte percentages, eosinophil numbers (Eos), eosinophil percentages, (**E** and **F**), neutrophil numbers, and neutrophil (Neu) percentages in BAL were determined by flow cytometry. The concentration of (**G**) IFN-γ, (H) IL-4, (I) IL-5, and (J) IL-13 in BAL was identified by cytokine multiplex assay. Data are presented as mean with SEM (*p < 0.05; **p < 0.01; ****p < 0.0001). TCDD: 2,3,7,8-Tetrachlorodibenzodioxin, BaP: Benzo[a]pyrene, PM4: particulate matter < 4 μm.

### PIP-seq analysis of enriched lung ILCs reveals unique ILC populations

Given that lung ILCs are a low percentage of the total lymphoid population (less than 1% total lymphocytes), we used magnetic beads to enrich for ILCs before analyzing samples using single-cell RNA sequencing with PIP-seq (Fig. 2A). 

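PIP-seq captures single cells with barcoded beads in an emulsion and reads the 3′ ends of their transcripts. Female mice received 30 µg of Alt on each of 3 challenge days, and the BPC added 0.6 ng TCDD, 5 ng BaP and 20 µg PM4. The methods state that ILCs were enriched from 2 lungs with a pan-ILC kit, and each condition was measured as 1 library. With no replicate, no test between the conditions can be made, and differences between mice, enrichments and libraries cannot be separated from the effect of BPC. The authors deposited the counts per gene and barcode that their PIPseeker pipeline made, without normalization, for barcodes it called as cells. The paper's text does not name the genome build or the gene annotation, so genes are given by symbol and Ensembl identifier without coordinates. The Alt library held 4140 barcodes and 24957081 counts, with a median of 5042 counts per barcode (range 3530 to 41241). The Alt + BPC library held 5325 barcodes and 29751492 counts, with a median of 4687 counts per barcode (range 3351 to 33508). A median of 1773 genes was detected per barcode in Alt and 1848 in Alt + BPC.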

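The filters of the paper's methods removed 5 barcodes of Alt and 0 of Alt + BPC with fewer than 200 genes. They also removed 34 and 60 barcodes with over 4000 genes and 91 and 94 with over 5% mitochondrial counts. The authors called doublets with scDblFinder, which was not used here. Scrublet's automatic threshold marked only 3 barcodes in each library, or 0.0725% of Alt and 0.0563% of Alt + BPC, so it has not worked here. The preset fallback was used instead, which marks the barcodes with the highest 5% of scores (229 and 272). After all filters 3801 cells of Alt and 4920 of Alt + BPC were kept. Counts were summed over the cells of each group and given as counts per 1000000 counts of the group (CPM). Values in parentheses after a CPM, a share or a ratio are 95% intervals: exact Poisson for CPM, exact binomial (Clopper-Pearson) for shares and the exact conditional interval of 2 counts for ratios. They cover counting error only, and cells are not replicates. Ratios are Alt + BPC over Alt.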

After magnetic separation, ILCs were enriched approximately 100-fold in lung cell samples from both Alt and Alt + BPC samples. Using R package Seurat, we found 19 primary cell clusters (0–18) that were distributed by uniform manifold approximation and projection (UMAP, Fig. 2B). 

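Each library was normalized with SCTransform on 3000 variable genes, the libraries were integrated by anchors, and the 8721 cells were clustered at resolution 0.3 on 30 principal components. This gave 20 primary clusters. The clusters were named from lists of marker genes, and a name ends in "-like" because it rests on these markers alone. The clusters are not the authors' clusters, so a difference from the study may come from the rebuilt names. Clusters 0, 7 and 8 were ILC2-like, cluster 5 held T and NK markers, and cluster 11 was T-like with type 3 cytokine genes. Among the other leukocytes, cluster 6 was alveolar macrophage-like, 9 cDC1-like, 12 mature DC-like, 13 plasma-like and 16 mast or basophil-like. Among cells without CD45, cluster 1 was goblet-like, 3 fibroblast-like, 4 AT2-like, 10 club-like and 14 ciliated-like. Clusters 2 and 17 matched no single list and kept their numbers. Cluster 19 was mesothelial-like with 0 cells of Alt, which allows up to 0.0970% of that library, and 32 of Alt + BPC. With doublets kept, the cluster with these markers held 22 cells of Alt, all 22 of them marked as doublets, and 39 of Alt + BPC, 7 of them marked. The absence of Alt cells from cluster 19 therefore comes from the doublet fallback.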

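*Ptprc* (ENSMUSG00000026395) had a count in 74.8% of ILC2-like cells in Alt and 79.4% in Alt + BPC. With every cell thinned to 1000 counts, and no cell left out, these shares were 29.4% in Alt and 31.6% in Alt + BPC, so most of the level is set by depth. In clusters counted as CD45-, which should lack the gene, a count was found in 20.3% in Alt and 26.0% in Alt + BPC, and in 3.72% in Alt and 5.72% in Alt + BPC after thinning. Free RNA in the droplets or misplaced cells give such a share. Median counts per cell were 4811 and 4468 in ILC2-like cells of both libraries and 5396 and 5104 in CD45- cells, so depth does not account for the gap. The clusters were chosen by their *Ptprc* share, at least 50% for CD45+ and under 35% for CD45-, so a gap follows from the definition. The same holds for *Thy1* between ILC2-like and CD45+Thy1- cells. *Thy1* (ENSMUSG00000032011) had a count in 81.0% in Alt and 83.8% in Alt + BPC of ILC2-like cells (39.2% in Alt and 44.0% in Alt + BPC thinned), 10.4% in Alt and 15.2% in Alt + BPC of CD45- cells and 8.75% in Alt and 10.9% in Alt + BPC of CD45+Thy1- cells.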

To further select for cell clusters containing ILCs, we used the pan-leukocyte marker CD45 (gene symbol: *Ptprc*) as well as CD90 (gene symbol: *Thy1*) (Fig. 2C). 

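Primary clusters counted as CD45+ when at least 50% of their cells had a *Ptprc* count, as *Thy1*+ when at least 50% had a *Thy1* count, and as CD45- when under 35% had a *Ptprc* count. These limits were set after the clusters had been seen. Under them, clusters 0, 5, 7, 8 and 11 were CD45+Thy1+, with *Ptprc* in 66.8 to 91.7% and *Thy1* in 72.1 to 97.6% of cells. A further 6 clusters were CD45+Thy1- and 7 were CD45-. Clusters 15 and 18 had *Ptprc* counts in 38.4% and 46.8% of cells and were placed in neither class. They held 49 cells or 1.29% of the Alt library and 125 cells or 2.54% of the Alt + BPC library.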

*Thy1* is primarily expressed by T cell and ILC populations and we next selected 0, 4, 7, 8, and 16 *Th1*-expressing clusters for higher-resolution analysis. 

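The 3311 CD45+Thy1+ cells were normalized and integrated again and clustered at resolution 1.0, which gave 14 sub-clusters. Across them, *Ptprc* had a count in 61.5 to 92.9% of cells and *Thy1* in 57.7 to 100%. At resolution 0.6 there were 9 sub-clusters, and 10 without integration of the libraries.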

There were 13 cell clusters (0–12) identified by sub-clustering (Fig. 2D and Figure S1), which were all *Ptprc* and *Thy1* double positive (Fig. 2E). We used HSC markers (*Cd34*, *Cd38*, and *Esam*; Fig. 2F) and T cell markers (*Cd3e*, *Trac*, and *Trgc*; Fig. 2G) to exclude HSC and T cells respectively. 

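*Cd3e* (ENSMUSG00000032093) reached 526, 355 and 529 CPM in sub-clusters 5, 10 and 13, which were set aside as T-like. In the remaining sub-clusters it was at most 104 CPM, in sub-cluster 9, below the limit of 200 CPM chosen after the clusters had been seen. *Trac* (ENSMUSG00000076928) was likewise highest in sub-cluster 9 outside the T-like cells, at 129 CPM. *Trgc1* (ENSMUSG00000076749) reached 47.4 CPM in sub-cluster 3. The stem cell markers stayed low in all sub-clusters that were not T-like. *Cd34* (ENSMUSG00000016494) was at most 15.9 CPM, *Cd38* (ENSMUSG00000029084) 49.9 CPM and *Esam* (ENSMUSG00000001946) 8.91 CPM, and no sub-cluster was left out as stem cells. For comparison, *Cd34* was at 1166 CPM in the fibroblast-like primary cluster 3.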

The ILC clusters were identified as clusters 0–5, 7, 8, and 11 (Fig. 2D).

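Without the T-like cells, 11 sub-clusters with 2908 cells remained as ILC, 1221 of Alt and 1687 of Alt + BPC. Of these sub-clusters, 8 were ILC2-like (0 to 4, 6, 7 and 11), 2 were NK/ILC1-like (8 and 9), and sub-cluster 12 held genes of both types and was kept apart. ILC2-like cells numbered 1090 in Alt and 1428 in Alt + BPC, and NK/ILC1-like cells 115 and 220. Median counts per NK/ILC1-like cell were 4355 in Alt and 3995.5 in Alt + BPC.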

**Fig. 2:**
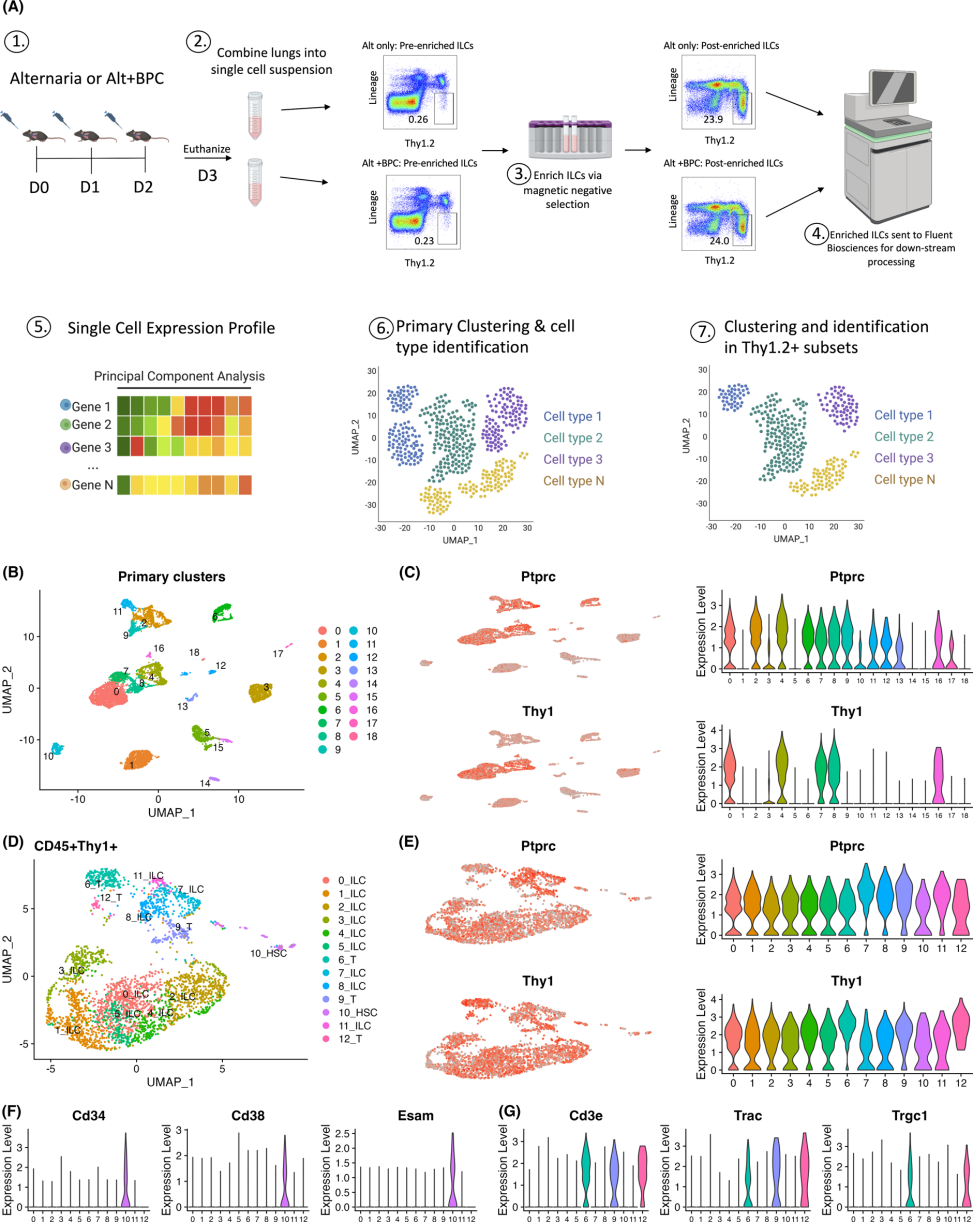
ILC enrichment using magnetic beads improves the ability to identify distinct ILC subsets using single cell RNA-sequencing (scRNA-seq). (**A**) Preparation of scRNA-seq samples. Female wild type B6 mice were challenged on day 0, 1, and 2 with either Alt only or Alt plus BPC. On day 3, mice were euthanized and lungs were processed into single-cell suspensions after which cells underwent magnetic beads enrichment. Enriched samples were then analyzed using scRNA-seq Single cell expression profiles underwent principal component analysis to generate primary clustering. Clusters that expressed both CD45 (*Ptprc*) and Thy1 (*Thy1*) underwent further subclustering. (**B**) Distribution of primary cell clusters from enriched samples prior to subclustering. (**C**) Expression of *Ptprc* and *Thy1* among these clusters. (**D**) Subclustering based on *Ptprc* and *Thy1* expressing cells. (**E**) Expression of *Ptprc* and *Thy1* in these subclusters. (**F**) Expression of hematopoietic stem cell (HSC) markers and T cell markers (**G**) were identified to differentiate ILCs from T cells and HSCs.

We primarily identified the type 1 and type 2 ILC subsets based on the expression of several type 1 (*Klrb1c, Tbx21, Eomes,* and *Ncr1*) and type 2 (*Gata3* and *Il1rl1*) key genes (Fig. 3A). 

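Of these 6 genes, *Gata3* and *Ncr1* also served to define the classes, so their levels describe the division and do not test it. The others set no limit, but the sub-clusters were made from the same counts, so they are no independent test. ILC2-like sub-clusters were those with *Gata3* (ENSMUSG00000015619) of at least 200 CPM, and NK/ILC1-like those with *Ncr1* (ENSMUSG00000062524) of at least 50 CPM. Both limits were set after the clusters had been seen. *Gata3* ranged from 246 to 816 CPM and *Il1rl1* (ENSMUSG00000026069) from 97.1 to 342 CPM in the ILC2-like sub-clusters, where *Ncr1* was at most 13.1 CPM. In sub-cluster 8, *Klrb1c* (ENSMUSG00000030325) was at 342 CPM, *Tbx21* (ENSMUSG00000001444) at 282 CPM, *Eomes* (ENSMUSG00000032446) at 286 CPM and *Ncr1* at 316 CPM, with *Gata3* at 66.9 CPM and *Il1rl1* at 3.86 CPM. In sub-cluster 9 the type 1 genes were lower, at 72.8 CPM for *Klrb1c*, 201 CPM for *Tbx21*, 128 CPM for *Eomes* and 174 CPM for *Ncr1*.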

Next, the ILC subsets were further identified based on the expression of type 1, type 2, and type 3 signature genes as well as inflammatory cytokine and activation transcription factors (Fig. 3B). 

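*Ifng* (ENSMUSG00000055170) was at 256 CPM in sub-cluster 8, 541 CPM in sub-cluster 9 and 47.6 CPM in sub-cluster 12 over both libraries. In the ILC2-like sub-clusters it ranged from 7.84 to 31.4 CPM. The symbol *Tbx1* (ENSMUSG00000009097) belongs to a different gene from *Tbx21*, and it had 7 counts in Alt and 17 in Alt + BPC over all ILC2-like cells and 0 and 1 over all NK/ILC1-like cells. Sub-cluster 8 had 7 of the 7 markers listed for NCR1 NK/ILC1 raised at least 1.5-fold over sub-clusters 9 and 12 and was named NCR1 NK/ILC1-like. Sub-cluster 9 had 3 of the 4 markers listed for IFNg NK/ILC1 raised over sub-clusters 8 and 12 and was named IFNg NK/ILC1-like. Both names were given after the clusters had been seen. Sub-cluster 9 also had 9 T markers raised at least 2-fold over the cells outside the CD45+Thy1+ clusters.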

ILC clusters 7, 8, and 11 expressed type 1 signature genes (*Tbx1* and *Ifng*). Conventional natural killer (NK) cell and ILC1 populations in these clusters appeared mixed given the presence of positive in NK marker *Eomes*. Accordingly, these clusters were labeled based on peak expression of the following signature genes: cluster 7 (NCR1 NK/ILC1) and cluster 8 (IFNg NK/ILC1). 

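Sub-cluster 12, with 16 cells of Alt and 39 of Alt + BPC, had *Eomes* at 139 CPM, *Klrb1c* at 155 CPM and *Ncr1* at 95.3 CPM. Summed over the same sub-cluster, *Gata3* was at 528 CPM, *Il1rl1* at 202 CPM, *Klrg1* (ENSMUSG00000030114) at 194 CPM, *Rora* (ENSMUSG00000032238) at 210.3 CPM, *Arg1* (ENSMUSG00000019987) at 548 CPM and *Areg* (ENSMUSG00000029378) at 913 CPM. These sums do not show whether single cells held genes of both types, which was not tested. All 6 of the type 2 genes were raised at least 1.5-fold over the NK/ILC1-like cells. Median counts per cell were 4265, against 4115 in NK/ILC1-like and 4623.5 in ILC2-like cells. The median doublet score was 0.0475, above the 0.0222 of NK/ILC1-like and the 0.0247 of ILC2-like cells.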

Interestingly, cluster 11 also showed expression of type 2 signature genes, including *Il1rl1*, *Klrg1*, *Gata3*, *Rora*, *Arg1*, and *Areg* which suggests they may be non-conventional NK/ILC1, which here we name as ST2 NK/ILC1. We also found high expression of T2 signature genes in clusters 0–5. 

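Over both libraries, *Rora* ranged from 168 to 398 CPM, *Arg1* from 739.9 to 1881 CPM and *Klrg1* from 78.8 to 318 CPM across the 8 ILC2-like sub-clusters. In the NCR1 NK/ILC1-like sub-cluster *Rora* was at 41.2 CPM and *Arg1* at 11.6 CPM, while *Klrg1* was at 138 CPM and so within the range of the ILC2-like cells.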

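An ILC2-like sub-cluster took a subset name when at least 5 markers listed for that subset were raised at least 1.5-fold over the other ILC2-like cells, a rule set after the clusters had been seen. The lists follow the paper's figures on these same libraries, so raised markers are no independent support for its subsets. Each listed marker partly defines its subset, among them *Csf2*, *Tnfsf14*, *Cxcl2* and *Ltb* for Areg ILC2 and *Tgfb1* for IL-13 ILC2. Sub-clusters 1 and 6 had 8 and 7 of the 8 Areg ILC2 markers raised and were taken together as Areg ILC2-like. Sub-cluster 2 had 8 of 8 IL-13 ILC2 markers raised and was named IL-13 ILC2-like. Sub-clusters 3 and 7 each had 6 of 7 IL-10 ILC2 markers raised and were taken together as IL-10 ILC2-like. Most of these markers are proliferation genes, and *Il10* (ENSMUSG00000016529) itself was raised only in sub-cluster 7. The LTB and KLRG1 ILC2 lists hold 3 and 4 markers and cannot reach 5, so no sub-cluster could take these names. All 3 LTB ILC2 markers were raised in sub-cluster 1, and at most 2 of the 4 KLRG1 ILC2 markers in any ILC2-like sub-cluster. Sub-clusters 0, 4 and 11 kept their numbers.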

We labeled clusters based on peak expression of the following signature genes: cluster 0 (Areg ILC2), cluster 1 (IL-13 ILC2), cluster 2 (IL-10 ILC2), cluster 4 (KLRG1 ILC2), and cluster 5 (LTB ILC2). 

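The ILC2-like sub-clusters without a subset name were 0, 4 and 11. Over both libraries, *Il13* (ENSMUSG00000020383) was at 1065, 1246 and 377 CPM in these 3, *Arg1* at 1545, 1255 and 1683 CPM, and *Areg* at 557, 523 and 662 CPM, in that order. *Areg* was at 1275 and 1765 CPM in sub-clusters 1 and 6.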

Cluster 3 had lower expression of effector and activation transcription factor genes compared with other ILC2 populations (but did express *Il13* and *Arg1*) and was labeled as “Quiescent ILC2s”. Surprisingly, we detected minimal type 3 signature genes among all 9 clusters, suggesting that ILC3s were less prevalent compared with ILC2s and ILC1s in our models. 

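*Il17a* (ENSMUSG00000025929) had a count in 1.56% (0.939 to 2.42) in Alt and 3.38% (2.57 to 4.36) in Alt + BPC over all ILC, against 1.19% (0.666 to 1.95) in Alt and 2.83% (2.12 to 3.71) in Alt + BPC in CD45- cells, which should lack it. *Il23r* (ENSMUSG00000049093) had a count in 1.47% in Alt and 2.02% in Alt + BPC of ILC against 1.27% in Alt and 1.67% in Alt + BPC, and *Il22* (ENSMUSG00000074695) in 0.328% in Alt and 1.19% in Alt + BPC against 0.475% in Alt and 0.999% in Alt + BPC. Median counts per cell were 4745 in Alt and 4393 in Alt + BPC over all ILC. Thinned to 1000 counts per cell, *Il17a* was found in 0.491% in Alt and 1.42% in Alt + BPC of ILC and 0.316% in Alt and 0.444% in Alt + BPC of CD45- cells. Thinned shares were 0.246% in Alt and 0.593% in Alt + BPC of ILC against 0% in Alt and 0.333% in Alt + BPC of CD45- cells for *Il23r*, and 0.0819% in Alt and 0.296% in Alt + BPC of ILC for *Il22*. The *Il22* shares lie at the background. The T-like sub-clusters 5 and 13, which are not counted among the ILC, held *Il17a* at 372 and 785 CPM. From the low levels of type 3 genes, the paper proposes that ILC3s were less prevalent than ILC2s and ILC1s in this model.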

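As a share of the ILC of each library, Areg ILC2-like cells went from 19.4% (17.2 to 21.7) of the ILC in Alt to 24.0% (22.0 to 26.1) in Alt + BPC, a ratio of 1.24 (1.05 to 1.46). NK/ILC1-like cells as a class went from 9.42% to 13.0% (ratio 1.38, 1.10 to 1.75), IFNg NK/ILC1-like cells from 4.18% to 6.88% (ratio 1.65, 1.17 to 2.34), NCR1 NK/ILC1-like cells from 5.24% to 6.16% (ratio 1.18, 0.853 to 1.63) and sub-cluster 12 from 1.31% to 2.31% (ratio 1.76, 0.963 to 3.38). The intervals of the last 2 ratios include 1. IL-13 ILC2-like cells went from 17.2% to 14.1% (ratio 0.820, 0.678 to 0.992) and IL-10 ILC2-like cells from 20.8% to 16.3% (ratio 0.784, 0.658 to 0.933). Sub-clusters 0, 4 and 11 went from 15.7% to 17%, from 11.1% to 9.66% and from 5.08% to 3.62%. Counted as in Fig. 3D, Alt + BPC gave 63.1% of Areg ILC2-like, 69.5% of IFNg NK/ILC1-like, 61.9% of NCR1 NK/ILC1-like and 70.9% of sub-cluster 12 cells, where 58.0% of all ILC came from that library. The Areg ILC2-like cells are partly defined by *Areg*, a gene that itself differed between the libraries, so this share is not independent of its level. Without integration of the libraries the ratio was 5.00 for Areg ILC2-like cells, 6.19 for sub-cluster 12 and 0.632 for IL-10 ILC2-like cells. With NK/ILC1 cells picked by single-cell gates instead of clusters, the ratio of their share was 1.05. This gate needs only a count of *Ncr1*, *Eomes* or *Klrb1c* without T cell genes or *Il1rl1*, and no count of *Ptprc* or *Thy1*. It held 547 cells against 335 from the clusters. Cells of other classes can pass it and no background was taken off, so it does not decide the question. The enrichment was done once per condition, so its effect on these shares cannot be separated from that of BPC.

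**Figure D1:**
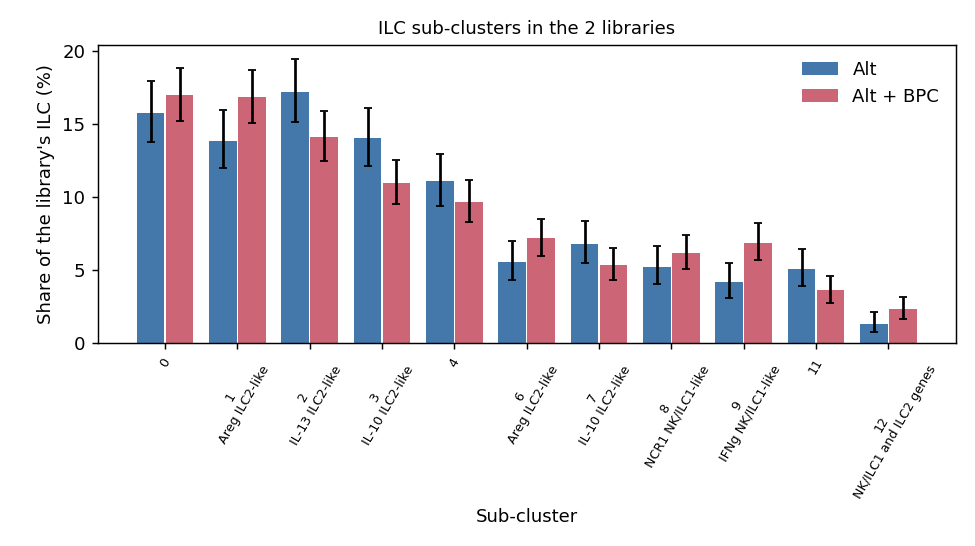
Share of each ILC group among the ILC of its library (y axis, percent) in Alt and Alt + BPC, with 95% exact binomial intervals that cover counting error only. NK/ILC1-like cells make up 9.42% of the ILC in Alt and 13.0% in Alt + BPC, with 1 library per condition.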

We next assessed whether ILC cluster proportions were affected by the addition of BPC to Alt and observed that BPC increased Areg ILC2, LTB ILC2, NCR1 NK/ILC1, IFNg NK/ILC1, and ST2 NK/ILC1 populations (Fig. 3C and D).

**Fig. 3:**
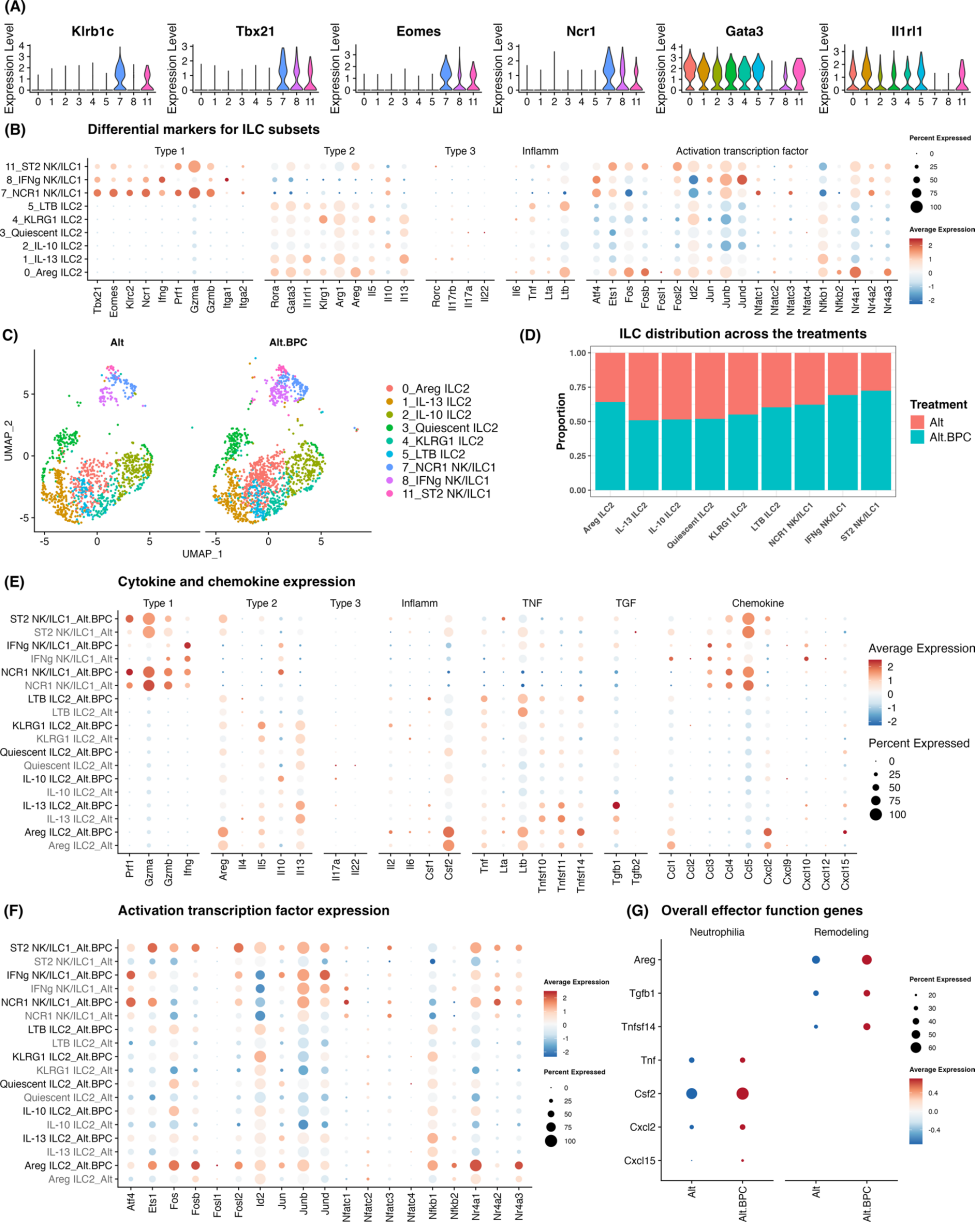
ILC subsets show distinct effector gene expression in response to Alt with BPC. (**A**) Gene expression of NK1.1 (*Klrb1c*), T-bet (*Tbx21*), EOMES, NCR1, GATA3, and ST2 (*Il1rl1*) were used firstly to identify the type 1 and type 2 ILC subsets. (**B**) Type 1, type 2, type 3, inflammatory (Inflamm), and activation transcription factor markers were used to identify distinct ILC subsets. (**C**) The addition of BPC to Alt changes the size of ILC and NK cell clusters. (**D**) The addition of BPC changes the proportions of ILC subpopulations. (**E**) Expression of cytokines (type 1, type 2, type 3, inflammatory, TNF super family, and TGF super family) and chemokines in each ILC subset changes after the addition of BPC. (**F**) The expression of activation transcription factors in ILC subsets changes after the addition of BPC. (**G**) The overall ILC expression of selected pro-neutrophilic and tissue remodeling-associated effector genes changes after the addition of BPC.

### BPC induces heterogeneous and unique ILC subset activation gene expression

We next assessed expression levels of cytokine, chemokine, and transcription factors within each ILC population after exposure to Alt with and without BPC (Fig. 3E and F). 

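In every class of cells, the median log2 ratio of all genes with at least 100 counts differed from 0: it was 0.26 in ILC2-like, 0.17 in NK/ILC1-like, 0.02 in CD45+Thy1- and 0.41 in CD45- cells. Size factors from the median of ratios remove this shift, and values relative to it are given as relative log2 ratios. Of the scaling choices, size factors moved most expression ratios further than any other. *Areg* was at 441 CPM (424 to 458) in Alt and 821 CPM (801 to 842) in Alt + BPC over all ILC2-like cells, a ratio of 1.86 (1.78 to 1.95) and a relative log2 ratio of 0.64. With size factors the ratio was 1.55. Within Areg ILC2-like cells, which *Areg* partly defines, the ratio was 1.64 (1.53 to 1.75). *Tnfsf14* (ENSMUSG00000005824) went from 92.6 to 192 CPM in ILC2-like cells, a ratio of 2.08 (1.88 to 2.29), and by a ratio of 1.93 (1.63 to 2.28) in Areg ILC2-like cells, which became 0.998 without integration of the libraries. *Csf2* (ENSMUSG00000018916) was at 1307 CPM in Alt and 2216 CPM in Alt + BPC in ILC2-like cells, with a ratio of 1.70 (1.65 to 1.74) and of 1.36 (1.31 to 1.41) in Areg ILC2-like cells. *Cxcl2* (ENSMUSG00000058427) had ratios of 1.74 (1.64 to 1.85) and 1.58 (1.45 to 1.71) in the same groups. *Ltb* (ENSMUSG00000024399) was at 484 CPM in Alt and 534 CPM in Alt + BPC in ILC2-like cells, a ratio of 1.10 (1.05 to 1.16), but its relative log2 ratio was -0.12 and its ratio with size factors 0.919. Within Areg ILC2-like cells the ratio of *Ltb* was 1.08 (0.999 to 1.17), with a relative log2 ratio of -0.21.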

Areg ILC2s displayed increased expression of *Areg*, *Ltb*, *Tnfsf14*, *Csf2*, and *Cxcl2* after BPC exposure. 

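*Il13* was at 2314 CPM (2232 to 2399) in Alt and 2193 CPM (2115 to 2272) in Alt + BPC in the IL-13 ILC2-like sub-cluster 2, which *Il13* partly defines, a ratio of 0.947 (0.900 to 0.997) and a relative log2 ratio of -0.17. Without integration of the libraries this ratio was 1.17, and 1.06 with the first integration of all cells reused, an alternative chosen after the data had been seen. Over all ILC2-like cells, *Il13* had a ratio of 1.06 (1.03 to 1.10), which became 0.884 with size factors, 0.995 with the wide cell filter and 0.987 with single-cell gates, so its direction depends on the processing. *Tgfb1* (ENSMUSG00000002603) was at 163 CPM in Alt and 222 CPM in Alt + BPC in sub-cluster 2, a ratio of 1.36 (1.14 to 1.63) and a relative log2 ratio of 0.35. Over all ILC2-like cells its ratio was 1.33 (1.21 to 1.47).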

Interestingly, though the expression of *Il13* in IL-13 ILC2s increased modestly after BPC, expression of *Tgfb1* was markedly induced in these cells. IL-10 ILC2s showed increased expression of *Il10* after BPC exposure, while *Il5* was highly induced and mainly restricted to the KLRG1 ILC2 subset. 

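*Il10* was at 67.4 CPM (61.0 to 74.2) in Alt and 100.4 CPM (93.4 to 108) in Alt + BPC over all ILC2-like cells, a ratio of 1.49 (1.32 to 1.69). In IL-10 ILC2-like cells it was at 93.9 CPM in Alt and 128 CPM in Alt + BPC, a ratio of 1.37 (1.11 to 1.69). In CD45- cells it was at 38.0 CPM in Alt and 53.6 CPM in Alt + BPC, a ratio of 1.41 (1.23 to 1.63), with 87.3 CPM in Alt in the AT2-like cluster 4 and 16.8 CPM in the goblet-like cluster 1, so these counts are not an even background of free RNA. *Il5* (ENSMUSG00000036117) was at 206 CPM in Alt and 241 CPM in Alt + BPC over all ILC2-like cells, with a ratio of 1.17 (1.09 to 1.26) but a relative log2 ratio of -0.04 and a ratio of 0.974 with size factors. No sub-cluster was named KLRG1 ILC2-like. *Il5* was highest in sub-cluster 1 (303 CPM over both libraries), sub-cluster 0 (286 CPM) and sub-cluster 2 (274 CPM), where its ratios were 1.44 (1.22 to 1.71), 1.28 (1.08 to 1.51) and 0.793 (0.684 to 0.919).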

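No sub-cluster was named LTB ILC2-like, and the LTB ILC2 markers were raised in sub-cluster 1, which is Areg ILC2-like. In sub-cluster 1 the ratio of *Ltb* was 1.14 (1.04 to 1.25) with a relative log2 ratio of -0.09. *Tnf* (ENSMUSG00000024401) had a ratio there of 0.999 (0.833 to 1.20). *Ltb* fell in sub-cluster 0, with a ratio of 0.813 (0.730 to 0.907). Over all ILC2-like cells *Tnf* was at 151 CPM in Alt and 183 CPM in Alt + BPC, with a relative log2 ratio of 0.02. In the IFNg NK/ILC1-like sub-cluster *Tnf* had 5 counts in Alt and 42 in Alt + BPC, a ratio of 4.11 (1.63 to 13.3), and *Ltb* had a ratio of 0.970 (0.770 to 1.23).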

In LTB ILC2s, the expression of *Ltb* was decreased after BPC exposure, while the expression of *Tnf* was increased. 

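In the NCR1 NK/ILC1-like sub-cluster 8, *Ifng* was at 227 CPM (177 to 288) in Alt and 274 CPM (229 to 326) in Alt + BPC, a ratio of 1.21 (0.894 to 1.64) whose interval includes 1. *Prf1* (ENSMUSG00000037202) had a ratio of 1.57 (1.17 to 2.11) there and of 1.62 (1.23 to 2.15) over all NK/ILC1-like cells. *Il10* was at 65.9 CPM in Alt and 143 CPM in Alt + BPC, a ratio of 2.18 (1.31 to 3.78), with a ratio of 1.71 (1.21 to 2.47) over the class. Its counts are not particular to NK/ILC1-like cells. Over both libraries it was at 113 CPM in sub-cluster 8, against 99.3 CPM in the mature DC-like, 87.5 CPM in the AT2-like and 19.8 CPM in the goblet-like primary cluster. As given above, it was also higher in CD45- cells of Alt + BPC. *Gzma* (ENSMUSG00000023132) had a ratio of 0.657 (0.618 to 0.698) in sub-cluster 8 and of 0.623 (0.588 to 0.661) over the class, although it rose in sub-cluster 9 (2.88 (2.02 to 4.23)). *Gzmb* (ENSMUSG00000015437) had a ratio of 0.856 (0.704 to 1.04) in sub-cluster 8 and of 0.855 (0.730 to 1.00) over the class, both within or at the edge of counting error.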

NCR1 NK/ILC1 showed an increase in *Ifng*, *Prf1,* and *Il10* but reduced *Gzma* and *Gzmb*. ST2 NK/ILC1 cells showed increased expression of *Prf1*, *Gzmb* as well as *Areg*. 

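In sub-cluster 12, *Prf1* had 5 counts in Alt and 51 in Alt + BPC, a ratio of 4.44 (1.78 to 14.3). *Gzmb* had a ratio of 1.77 (0.975 to 3.45), whose interval includes 1. *Areg* was at 693 CPM in Alt and 1008 CPM in Alt + BPC, a ratio of 1.45 (1.06 to 2.02). These values rest on 16 cells of Alt.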

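Over all NK/ILC1-like cells *Ifng* was at 309 CPM in Alt and 443 CPM in Alt + BPC, a ratio of 1.44 (1.20 to 1.73) and a relative log2 ratio of 0.35. In the IFNg NK/ILC1-like sub-cluster 9, which *Ifng* partly defines, it was at 410.3 CPM (334 to 499) in Alt and 604 CPM (538 to 677) in Alt + BPC, a ratio of 1.47 (1.17 to 1.87). The intervals of this ratio and of that in sub-cluster 8 overlap. ILC2-like cells held 6.23 CPM in Alt and 17.9 CPM in Alt + BPC and CD45- cells 7.86 CPM in Alt and 18.9 CPM in Alt + BPC, so the *Ifng* counts of ILC2-like cells lie at the level of CD45- cells.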

Robust *Ifng* induction occurred predominately in the IFNg NK/ILC1 population, even compared with NCR1 NK/ILC1, after exposure to BPC. Changes in ILC2 effector mediator expression were consistent with the increase in BAL IFN-γ and neutrophilia that we observed at the tissue level with the addition of BPC exposure. 

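Relative to the median of all genes in ILC2-like cells, the log2 ratio was 0.50 for *Csf2*, 0.54 for *Cxcl2*, 0.79 for *Tnfsf14* and 0.02 for *Tnf*. Without that reference the ratio of *Tnf* was 1.21 (1.12 to 1.32). With size factors the ratio was 1.41 for *Csf2*, 1.45 for *Cxcl2* and 1.73 for *Tnfsf14*. In Areg ILC2-like cells the ratio of *Tnf* was 0.981 (0.830 to 1.16). *Csf2* moved the other way in NK/ILC1-like cells, with a ratio of 0.567 (0.441 to 0.730).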

Further, levels of *Csf2*, *Cxcl2, Tnf, and Tnfsf14 (encodes* LIGHT*)* were increased in ILC2s, all of which promote neutrophilic responses. 

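Over all ILC, *Areg* was at 409 CPM in Alt and 736 CPM in Alt + BPC, *Tnfsf14* at 91.6 CPM in Alt and 183 CPM in Alt + BPC and *Tgfb1* at 104 CPM in Alt and 138 CPM in Alt + BPC. Their ratios were 1.80 (1.72 to 1.88), 1.99 (1.82 to 2.19) and 1.32 (1.20 to 1.45), and their relative log2 ratios 0.57, 0.72 and 0.13. All 3 stayed above 1 in ILC2-like cells under every alternative tried. The paper links the changes in ILC2 effector genes to the neutrophils and IFN-γ seen at the tissue level.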

Elevations in *Areg, Tnfsf14* and *Tgfb1* at the cellular levels suggest that BPC may lead to ILC production of tissue remodeling factors (Fig. 3G)^34^.

### Unbiased co-expression analysis demonstrates metabolic, IFN-signaling and ribosomal protein transcript changes after BPC exposure

To assess the effect of BPC on lung ILCs in an unbiased manner, we performed co-expression analysis using R package high dimensional weighted gene co-expression network analysis (hdWGCNA). There were 9 gene modules identified and the top 10 hub genes are shown (Fig. 4A). We then applied gene set enrichment analysis with WikiPathways database to these modules, and the most relevant pathways are labeled (Fig. 4A and B). We identified modules related to NK cell signaling (M1: TYROBP causal network), lymphocyte activation (M2: DNA replication, MAPK signaling pathway (M3), type 2 interferon signaling (M4), cytoplasmic ribosomal proteins (M5 and M9), p53 signaling (M6), *Rora*-related nuclear receptors (M7), and metabolic function (M8: electron transport chain). We then calculated the odds ratio for enrichment of specific modules in type 1 (NK/ILC1) and type 2 (ILC2) cells between the treatment groups (Fig. 4C and D). We found that M5 (cytoplasmic ribosomal proteins) and M8 (electron transport chain) were enriched in the Alt-only group. However, the addition of BPC led to the enrichment of M2, M3, and M7 (lymphocyte activation), M6 (p53 signaling), and M1 (TYROBP signaling) between NK/ILC1 and ILC2 cells. 

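The module detection itself was not repeated here, since hdWGCNA was not used. The CPM of the 10 hub genes read by eye from Fig. 4A was summed for each module, which describes the hub genes only and is not a test of the module. The M5 hub genes had a ratio of 0.638 (0.635 to 0.641) in ILC2-like and of 0.556 (0.547 to 0.565) in NK/ILC1-like cells, and 10 of the 10 genes were lower in NK/ILC1-like cells. The M8 hub genes had ratios of 0.537 (0.531 to 0.542) and 0.527 (0.508 to 0.548). Both modules were lower in Alt + BPC under every scaling tried. One M5 hub gene, *Gm10076* (ENSMUSG00000060143), is a pseudogene that shares most of its sequence with *Rpl41* (ENSMUSG00000093674), another M5 hub gene, so those counts are not independent.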

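In ILC2-like cells the hub genes of M3 had a ratio of 1.55 (1.52 to 1.58), those of M7 1.35 (1.33 to 1.37), those of M6 1.27 (1.24 to 1.29) and those of M1 1.39 (1.31 to 1.48). M2 had a ratio of 1.10 (1.09 to 1.12) but a relative log2 ratio of -0.12, and its ratio was 0.920 with size factors. The M1 hub genes were rare in ILC2-like cells (271 CPM in Alt and 376 CPM in Alt + BPC), and their ratio was 0.906 without integration and 0.963 with single-cell gates. In NK/ILC1-like cells M3 had a ratio of 1.32 (1.24 to 1.40), which became 0.892 with single-cell gates, and M6 of 1.34 (1.25 to 1.44). M7 had a ratio there of 0.976 (0.899 to 1.06), and M1 of 0.781 (0.755 to 0.807). M2 had a ratio of 1.06 (1.03 to 1.10) there, against 0.944 with size factors and 0.996 with ribosomal protein and mitochondrial genes left out of the total.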

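The M4 hub genes, which include *Gbp2* (ENSMUSG00000028270) and *Gbp6* (ENSMUSG00000104713), were at 1091 CPM (1065 to 1118) in Alt and 1127 CPM (1103 to 1151) in Alt + BPC in ILC2-like cells, a ratio of 1.03 (1.00 to 1.07). Their relative log2 ratio was -0.22 and their ratio with size factors 0.861, and 6 of the 10 genes were lower in Alt + BPC. The ratio in NK/ILC1-like cells was 0.916 (0.828 to 1.01), whose interval includes 1.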

Notably, we detected enrichment of M4 (type II IFN signaling) in Alt plus BPC-treated ILC2s, but not in NK/ILC1s. This suggests that BPC induces an ILC2 program that includes a response to IFN-γ (*Stat1*, *Gpb2*, *Gpb6*) that is produced by ILC1s (Fig. 3) and was specifically detected in ILC2s and not found in other ILCs.

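*Gbp2* had ratios of 1.29 (1.14 to 1.45) in ILC2-like and 1.69 (1.08 to 2.72) in NK/ILC1-like cells. *Gbp6* had ratios of 0.986 (0.859 to 1.13) and 0.891 (0.577 to 1.39). The M4 hub genes were highest in the ILC2-like sub-cluster 11, at 6410.2 CPM in Alt and 7928 CPM in Alt + BPC. From its module enrichment, the paper proposes that BPC induces in ILC2s a program with a response to IFN-γ made by ILC1s.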

**Fig. 4:**
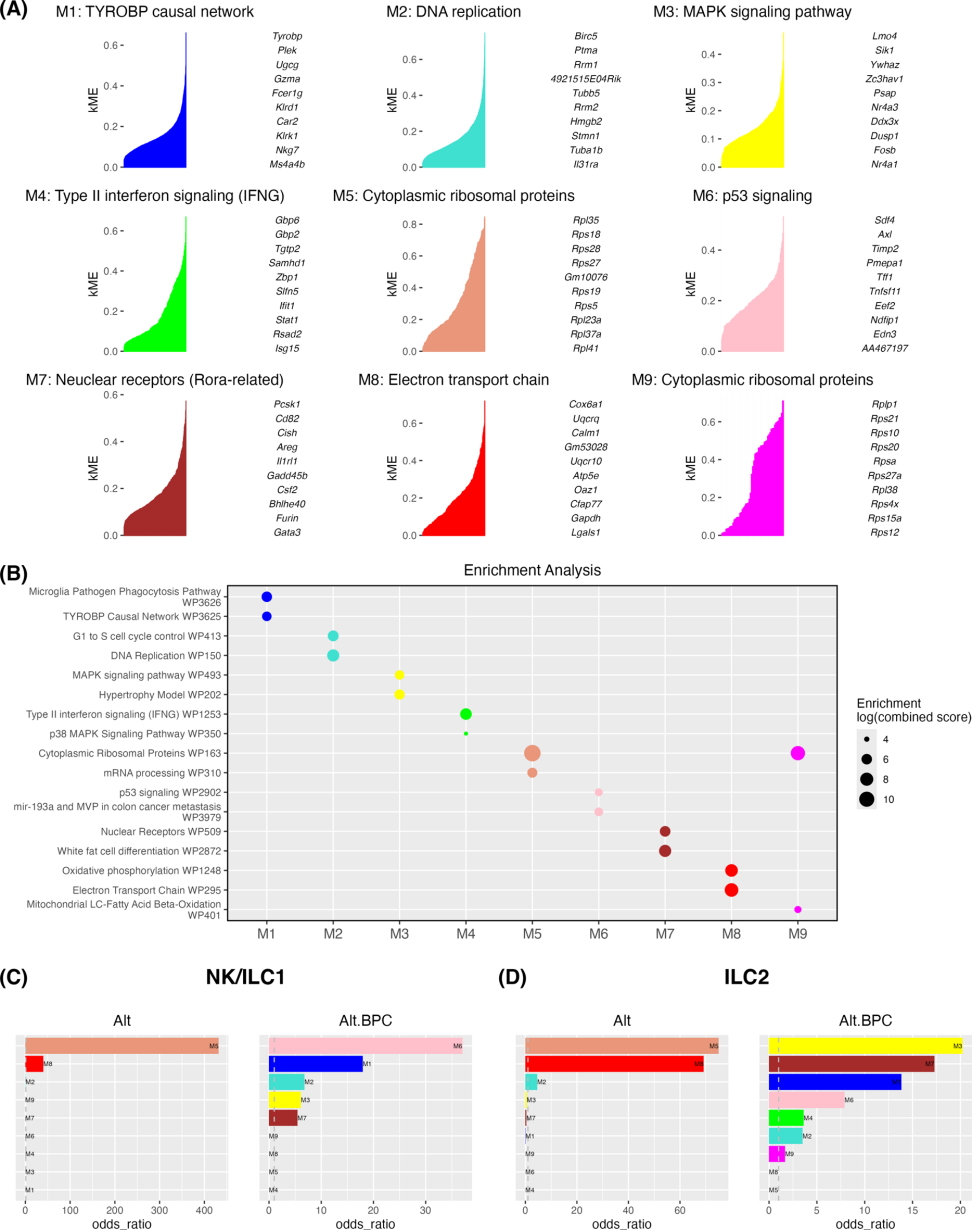
Gene co-expression network analysis reveals metabolic changes and upregulation of activation signaling in ILC subsets after exposure to Alt plus BPC. The co-expression network modules were generated using hdWGCNA (**A**) The top 10 hub genes with the kME plots are shown with the most relevant biological pathways. The modules underwent pathway enrichment analysis using WikiPathways database. (**B**) The top 2 potential pathways for each pathway subgroup (M1–M9) are shown. (**C**) Odds ratio (statistic to quantify the association between the gene list in the current module and the gene list for the current Term) between NK/ILC1, and (**D**) ILC2 between Alt and Alt plus BPC.

We next assessed differences in module expression changes among type 1 innate lymphoid populations, namely NK/ILC1 cell populations. 

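The M1 hub genes were at 11283 CPM (11003 to 11568) in Alt and 8807 CPM (8621 to 8995) in Alt + BPC over all NK/ILC1-like cells. They had ratios of 0.731 (0.704 to 0.759) in the NCR1 and 1.20 (1.12 to 1.28) in the IFNg NK/ILC1-like sub-cluster. The sum over the class is led by *Gzma*. The median log2 ratio of the hub genes was 0.20 in the class, and 4 of those with at least 100 counts were lower.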

As might be expected given the role NK cell activation^35,36^, exposure to Alt plus BPC led to the upregulation of TYROBP causal network (M1) in NK/ILC1 cell populations (Figs. 5A and S3). However, changes in lymphocyte activation (M2), MAPK signaling (M3), P53 signaling (M6) and nuclear receptor group (M7) showed a more heterogeneous response. M2 was increased predominantly in the NCR1 NK/ILC1 cell population and enhanced after BPC exposure suggesting NCR1 NK/ILC1 proliferation induced by BPC. 

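In the NCR1 NK/ILC1-like sub-cluster the M2 hub genes were at 10595 CPM in Alt and 12825 CPM in Alt + BPC, a ratio of 1.21 (1.16 to 1.26) and a relative log2 ratio of 0.15. In the IFNg NK/ILC1-like sub-cluster they were at 5617 CPM in Alt and 5170.1 CPM in Alt + BPC, a ratio of 0.921 (0.862 to 0.984). Sub-cluster 8 also had 6 of the 7 IL-10 ILC2 markers raised, most of which are proliferation genes.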

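In the IFNg NK/ILC1-like sub-cluster, the M3 hub genes had a ratio of 1.08 (0.997 to 1.18) and a relative log2 ratio of 0.04. The M6 hub genes had a ratio of 1.19 (1.09 to 1.31) and a relative log2 ratio of 0.18. In the NCR1 NK/ILC1-like sub-cluster M3 had a ratio of 1.59 (1.46 to 1.73).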

M3 was increased in IFNg NK/ILC1 cells, while M6 was decreased. Concomitant activation of MAPK signaling and suppression of p53 pathway could lead to IFNg NK/ILC1 survival. M7 (that contains *Areg, IL1rl1, Csf2, Gata3*) and M3 (MAPK signaling) were both increased in ST2 NK/ILC1 after BPC exposure which supports that ST2 signaling may be involved in the activation NK/ILC1 subpopulation. 

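In sub-cluster 12, the M7 hub genes had a ratio of 1.12 (1.01 to 1.25) and the M3 hub genes of 2.00 (1.67 to 2.42). Of the M7 genes named, *Csf2* had a ratio of 1.02 (0.821 to 1.28), *Il1rl1* of 1.42 (0.726 to 2.97) and *Gata3* of 1.50 (0.987 to 2.33) there.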

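Within the NK/ILC1-like class, the M4 hub genes had ratios of 1.09 (0.899 to 1.34) in the NCR1 and 0.782 (0.695 to 0.881) in the IFNg NK/ILC1-like sub-cluster.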

We did not find a significant change in M4 in NK/ILC1 populations, but we did observe an increase in *Stat1* (downstream of IFN-γ) signaling in ILC1 cells (Figure S3D). M8 was decreased in NK/ILC1 cell populations, which suggests BPC may trigger a metabolic change in these cells. 

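The M8 hub genes had ratios of 0.502 (0.479 to 0.527) in the NCR1 NK/ILC1-like sub-cluster, 0.615 (0.578 to 0.654) in the IFNg NK/ILC1-like sub-cluster and 0.479 (0.441 to 0.520) in sub-cluster 12. Taken over the whole gene table by symbol, 95 nuclear genes of the respiratory chain together had a ratio of 0.788 (0.772 to 0.806) in NK/ILC1-like cells, and 52 of the 71 with at least 100 counts were lower. The 13 mitochondrially encoded genes had a ratio of 1.10 (1.07 to 1.13), with a relative log2 ratio of -0.04.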

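The M5 hub genes had ratios of 0.517 (0.506 to 0.529), 0.606 (0.592 to 0.620) and 0.603 (0.583 to 0.624) in sub-clusters 8, 9 and 12. The M9 hub genes, also ribosomal protein genes, had ratios of 1.03 (1.01 to 1.05), 1.08 (1.06 to 1.10) and 1.01 (0.970 to 1.05) in the same order. Over all NK/ILC1-like cells M9 had a ratio of 1.06 (1.05 to 1.08) but a relative log2 ratio of -0.08, and its ratio was 0.945 with size factors and 0.997 with ribosomal protein and mitochondrial genes left out of the total.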

Finally, the M5 cytoplasmic ribosomal protein pathway was reduced in all type 1 lymphoid populations though M9 cytoplasmic ribosomal protein pathway was increased only in ILC1s. This suggests that specific ILC ribosomal protein transcript modules are selectively regulated from BPC.

**Fig. 5:**
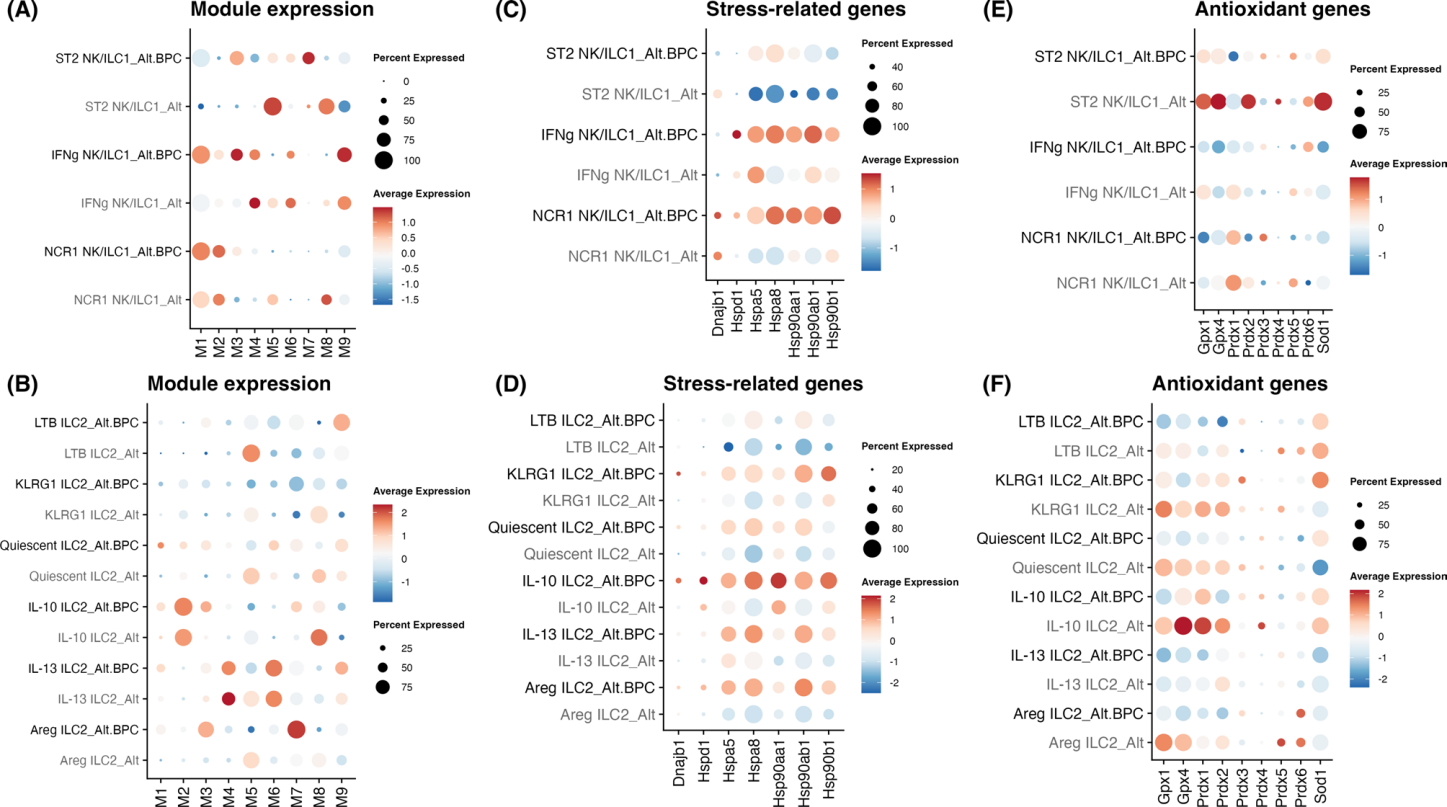
BPC-exposed ILC subsets have increased expression of lymphocyte activation modules and decreased expression of antioxidant genes. The expression of gene co-expression modules in (**A**) NK/ILC1 and (**B**) ILC2 between the treatments are shown in dot plots. Oxidative-stress-related genes in (**C**) NK/ILC1 and (**D**) ILC2 as well as antioxidant genes in (**E**) NK/ILC1 and (**F**) ILC2 between the treatments are also shown in dot plots.

We then applied the same module analysis to ILC2 subpopulations. 

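Across the 8 ILC2-like sub-clusters, the M1 hub genes ranged from 222 to 561 CPM in Alt and from 245 to 937 CPM in Alt + BPC. In CD45- cells, the M1 hub genes were at 478 CPM in Alt and 490.1 CPM in Alt + BPC.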

M1 was not significantly expressed in any ILC2 population (Figs. 5B and S3). M2 was significantly expressed in IL-10 ILC2s, and increased after exposure to BPC in these cells, suggesting that BPC may lead to proliferation of IL-10 ILC2s. 

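The M2 hub genes were at 13062 CPM in Alt and 16035 CPM in Alt + BPC in IL-10 ILC2-like cells, a ratio of 1.23 (1.21 to 1.25) and a relative log2 ratio of 0.08. Several M2 hub genes are among the markers that define these cells, so their level there is no separate result. Areg ILC2-like cells had a like ratio of 1.26 (1.21 to 1.31) at a lower level (3271 CPM in Alt and 4130.3 CPM in Alt + BPC).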

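In the IL-13 ILC2-like sub-cluster, the M4 hub genes were at 1448 CPM (1384 to 1515) in Alt and 1442 CPM (1379 to 1507) in Alt + BPC, a ratio of 0.995 (0.934 to 1.06) whose interval includes 1.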

Type II IFN signaling pathway (M4) was highly expressed in IL-13 ILC2s and showed reduction after exposure to BPC though we also found that *Stat1* was increased after BPC exposure in IL-13 ILC2s (Figure S3D). M3 (MAPK signaling) and M7 (that contains *Areg, IL1rl1, Csf2, Gata3*) were both increased across all ILC2 populations after BPC exposure. 

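Across the 8 ILC2-like sub-clusters, the ratio of the M3 hub genes ranged from 1.19 to 1.76 and that of the M7 hub genes from 1.06 to 1.57. Relative to each sub-cluster's median of all genes, the lowest log2 ratio was 0.16 for M3 and 0.00 for M7.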

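The M6 hub genes were at 5886 CPM in Alt and 6671 CPM in Alt + BPC in the IL-13 ILC2-like sub-cluster, the highest level among the ILC sub-clusters, with a ratio of 1.13 (1.10 to 1.17) and a relative log2 ratio of 0.09. Several M6 hub genes are markers of this subset.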

M6 was highest in IL-13 ILC2s and further increased after BPC exposure, potentially supportive of increased apoptosis in IL-13 ILC2s. 

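In ILC2-like cells the ratio of the M8 hub genes ranged from 0.449 to 0.727 across sub-clusters, with 0.458 in Areg ILC2-like cells and 0.727 in IL-13 ILC2-like cells. The respiratory chain genes together had a ratio of 0.802 (0.796 to 0.807) in ILC2-like cells, and 63 of 87 were lower. The mitochondrially encoded genes had a ratio of 1.20 (1.19 to 1.21) and a relative log2 ratio of 0.00, so they moved with the median of all genes.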

M8 was decreased in all ILC2 populations after BPC exposure, which suggests ILC2s may undergo a metabolic shift from oxidation to glycolysis. 

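The ratio of the M5 hub genes ranged from 0.541 to 0.700 across the ILC2-like sub-clusters, and that of the M9 hub genes from 0.987 to 1.07. Over all ILC2-like cells M9 had a ratio of 1.03 (1.02 to 1.03), but a relative log2 ratio of -0.22, and its ratio was 0.857 with size factors and 0.975 with ribosomal protein and mitochondrial genes left out of the total.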

Similar to what we observed in type 1 innate cells, the M5 cytoplasmic ribosomal protein pathway decreased in all the ILC2 populations after BPC exposure, but the M9 cytoplasmic ribosomal protein pathway increased. 

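All 84 ribosomal protein genes of the table together made up 29.8% of the counts of ILC2-like cells in Alt and 25.6% in Alt + BPC, a ratio of 0.861 (0.859 to 0.863). They fell in NK/ILC1-like cells from 28.5% to 23.6%, a ratio of 0.830 (0.825 to 0.836). Both ratios stayed under 1 with every scaling tried, at 0.718 and 0.738 with size factors. Of the genes with at least 100 counts, 56 of 82 were lower in ILC2-like and 59 of 80 in NK/ILC1-like cells. Outside the ILC, the ratio was 0.962 (0.959 to 0.965) in CD45+Thy1- and 0.991 (0.988 to 0.994) in CD45- cells, and that of the M5 hub genes 0.809 (0.803 to 0.816) and 0.794 (0.788 to 0.800). Relative to the median of all genes, the log2 ratio of ribosomal protein genes was -0.07 in CD45+Thy1- and -0.42 in CD45- cells, so the contrast between ILC and CD45- cells depends on the scaling.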

The relatively consistent changes we observed across all innate lymphoid populations in the pattern of M5 and M9 suggest BPC may have a global effect on the expression of ribosomal protein networks in innate lymphoid cells.

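*Hspa8* (ENSMUSG00000015656) was at 2343 CPM (2305 to 2382) in Alt and 3751 CPM (3707 to 3795) in Alt + BPC in ILC2-like cells, a ratio of 1.60 (1.57 to 1.63) and a relative log2 ratio of 0.42. Its ratio in NK/ILC1-like cells was 1.74 (1.64 to 1.85) and its relative log2 ratio 0.63. With size factors these ratios were 1.33 and 1.55. *Hsp90ab1* (ENSMUSG00000023944) had ratios of 1.62 (1.57 to 1.67) in ILC2-like and 1.54 (1.43 to 1.67) in NK/ILC1-like cells, and *Hsp90aa1* (ENSMUSG00000021270) of 1.31 (1.25 to 1.38) and 1.87 (1.63 to 2.14). Of other heat shock genes, *Hspd1* (ENSMUSG00000025980) had ratios of 1.41 (1.27 to 1.56) and 1.80 (1.37 to 2.41), and *Dnajb1* (ENSMUSG00000005483) of 1.51 (1.32 to 1.73) and 1.06 (0.807 to 1.41). By CPM, *Hspa8* was also higher in every type of cell outside the ILC that could be compared.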

Given that air pollutants have been reported to increase oxidative stress, we assessed oxidative stress-related genes and observed increases in the expression of heat shock proteins (HSP) *Hsp90aa1*, *Hsp90ab1*, and *Hspa8* in type 1 and type 2 innate lymphoid populations after BPC exposure (Fig. 5C and D). 

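In NK/ILC1-like cells *Gpx1* (ENSMUSG00000063856) had a ratio of 0.667 (0.553 to 0.804), *Gpx4* (ENSMUSG00000075706) of 0.775 (0.659 to 0.914) and *Prdx2* (ENSMUSG00000005161) of 0.726 (0.575 to 0.920). *Prdx1* (ENSMUSG00000028691) had a ratio of 0.888 (0.758 to 1.04), whose interval includes 1. *Sod1* (ENSMUSG00000022982) had a ratio of 0.822 (0.679 to 0.996), which became 1.02 with single-cell gates. Other members of the family moved apart: *Prdx4* (ENSMUSG00000025289) had a ratio of 0.281 (0.0755 to 0.904) and *Prdx5* (ENSMUSG00000024953) of 0.591 (0.409 to 0.853), but *Prdx3* (ENSMUSG00000024997) of 1.60 (1.06 to 2.48) and *Prdx6* (ENSMUSG00000026701) of 1.40 (1.02 to 1.95).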

Consistent with this, we found a reduction in antioxidant genes *Gpx1*, *Gpx4*, *Prdx1*, *Prdx2*, and *Sod1* in type 1 lymphoid cells (Fig. 5E). 

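In ILC2-like cells the ratio was 0.693 (0.666 to 0.720) for *Gpx1*, 0.708 (0.679 to 0.738) for *Gpx4*, 0.732 (0.694 to 0.773) for *Prdx1* and 0.772 (0.731 to 0.817) for *Prdx2*. *Prdx4* (0.716) and *Prdx5* (0.855) were also lower, while *Prdx3* had a ratio of 1.14 and *Prdx6* of 1.04, with relative log2 ratios of -0.08 and -0.21. *Sod1* had a ratio of 1.06 (1.01 to 1.11), a relative log2 ratio of -0.18 and a ratio of 0.883 with size factors.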

We also observed a reduction in antioxidant genes *Gpx1*, *Gpx4*, *Prdx1*, and *Prdx2* in ILC2s (Fig. 5F). Overall, these results support that BPC exposure promotes ILC oxidative stress (increased oxidant and reduced anti-oxidant gene expression) with overlapping and ILC-specific transcript programs.

### BPC exposure modulates *Hspa8* and select ribosomal gene expression across ILC subsets

We next performed unbiased differential gene expression studies of BPC + Alt versus Alt-treated NK, ILC1, and ILC2 populations. Volcano plots in Fig. 6A and B show that *Hspa8* was upregulated in NK/ILC1s and ILC2s suggesting a stress-induced response to BPC in all ILCs. 

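Among the 9334 genes with at least 100 counts in ILC2-like cells, *Hspa8* ranked 1030 from the highest ratio, at percentile 89.0. Among the 2227 such genes in NK/ILC1-like cells it ranked 151, at percentile 93.3. With 1 library per condition no p-value is given. Of the other genes labeled as increased in Fig. 6A or B, *Eef2* (ENSMUSG00000034994) had ratios of 1.63 (1.58 to 1.67) in ILC2-like and 1.46 (1.34 to 1.60) in NK/ILC1-like cells, *Ddx5* (ENSMUSG00000020719) of 1.47 (1.43 to 1.52) and 1.43 (1.31 to 1.56), *H2-K1* (ENSMUSG00000061232) of 1.49 (1.47 to 1.52) and 1.43 (1.36 to 1.50), and *Rpl30* (ENSMUSG00000058600) of 1.46 (1.42 to 1.51) and 1.15 (1.05 to 1.26). *4930505G20Rik* (ENSMUSG00000093551) had 17 counts in Alt and 104 in Alt + BPC in NK/ILC1-like cells, a ratio of 3.44 (2.05 to 6.14), and a ratio of 1.43 (1.24 to 1.66) in ILC2-like cells. From the heat shock and antioxidant genes together, the paper reasons that BPC exposure promotes oxidative stress in ILCs, and from the volcano plots it proposes a stress-induced response to BPC in all ILCs.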

Compared to differential transcripts increased by BPC, there were more highly downregulated transcripts common to all NK/ILC1 and ILC2 populations. 

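The log2 ratios of all genes with at least 100 counts lay between -0.46 and 0.84 (5th to 95th percentile) in ILC2-like cells, and 23.5% were under 0. For NK/ILC1-like cells the log2 ratios lay between -0.75 and 0.88, and 36.5% were under 0. Among the 100 most expressed genes the median log2 ratio was -0.07 in ILC2-like and -0.12 in NK/ILC1-like cells, so genes with many counts moved down against the rest. *Lgals1* (ENSMUSG00000068220), labeled as decreased in Fig. 6, had ratios of 0.433 (0.425 to 0.441) and 0.377 (0.345 to 0.411). The highest ratios in ILC2-like cells were those of *Piezo2* (ENSMUSG00000041482, ratio 4.58), *Hspa1b* (ENSMUSG00000090877, ratio 3.60), *Nid2* (ENSMUSG00000021806, ratio 3.59), *Nell1os* (ENSMUSG00000085265, ratio 3.53) and *Tph2* (ENSMUSG00000006764, ratio 3.50). The lowest were those of *Hbb-bs* (ENSMUSG00000052305, ratio 0.00498), *Hbb-bt* (ENSMUSG00000073940, ratio 0.0118), *Hba-a2* (ENSMUSG00000069917, ratio 0.106), *Il9* (ENSMUSG00000021538, ratio 0.134) and *Hba-a1* (ENSMUSG00000069919, ratio 0.141). Single cells of Alt held 64.0% of the *Hbb-bs* counts and 49.2% of the *Il9* counts, so these ratios rest on few cells. In NK/ILC1-like cells the highest ratios were those of *Slc24a2* (ENSMUSG00000037996, ratio 4.02), *Col4a2* (ENSMUSG00000031503, ratio 3.98), *Xist* (ENSMUSG00000086503, ratio 3.48), *4930505G20Rik* (3.44) and *Klra1* (ENSMUSG00000079853, ratio 3.41), of which *Col4a2* had 39.8% of its Alt + BPC counts in 1 cell. The lowest were those of *Spp1* (ENSMUSG00000029304, ratio 0.120), *H2-Aa* (ENSMUSG00000036594, ratio 0.235), *Chil4* (ENSMUSG00000063779, ratio 0.248), *Gm11808* (ENSMUSG00000068240, ratio 0.269) and *Gm8797* (ENSMUSG00000103034, ratio 0.295). A single Alt cell held 51.9% of the *Spp1* counts, and the ratio of *Chil4* was 1.07 with single-cell gates.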

Ribosomal protein gene *Rpl41* expression was reduced in all NK/ILC1 and ILC2 subsets. 

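*Rpl41* was at 11453 CPM (11368 to 11538) in Alt and 6595 CPM (6537 to 6653) in Alt + BPC in ILC2-like cells, a ratio of 0.576 (0.569 to 0.583) at percentile 1.50 of all genes tested. Its ratio in NK/ILC1-like cells was 0.476 (0.457 to 0.497), at percentile 1.71. Across the 11 ILC sub-clusters the ratio ranged from 0.453 to 0.658. Outside the ILC it was 0.808 (0.792 to 0.824) in CD45+Thy1- and 0.761 (0.749 to 0.773) in CD45- cells. *Gm10076*, labeled in Fig. 6, had ratios of 0.583 (0.570 to 0.595) in ILC2-like and 0.494 (0.458 to 0.533) in NK/ILC1-like cells. Its transcripts share 69.9% of their 50-base windows with *Rpl41*.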

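*Rps18* (ENSMUSG00000008668) had a ratio of 0.566 (0.557 to 0.575) in ILC2-like and 0.551 (0.524 to 0.579) in NK/ILC1-like cells, and *Rps19* (ENSMUSG00000040952) of 0.555 (0.546 to 0.564) and 0.458 (0.432 to 0.486). In CD45+Thy1- and CD45- cells the ratios were 0.754 and 0.742 for *Rps18* and 0.734 and 0.719 for *Rps19*.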

*Rps18* and *Rps19* were reduced in both NK/ILC1 and ILC2 populations. To further study the effect of BPC on innate lymphoid cells, we performed gene set enrichment analysis using gene ontology (GO) database in cellular components on NK/ILC1 and ILC2. The top 10 affected GO terms and the genes associated are displayed in enrichment maps (Fig. 6C, D). 

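The set analysis itself was not repeated, because it needs gene-level tests that 1 library per condition does not allow. Relative to the median of all genes, the ribosomal protein genes together had a log2 ratio of -0.48 in ILC2-like and -0.44 in NK/ILC1-like cells. The respiratory chain genes had -0.58 and -0.51. The median log2 ratio of single genes was -0.12 and -0.26 for ribosomal protein genes, and -0.24 and -0.29 for respiratory chain genes. Both sums were lower in Alt + BPC under every alternative tried, in both classes. In NK/ILC1-like cells, ribosomal protein genes fell more than other genes of like transcript length and expression level, but in ILC2-like cells they did not.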

In both type 1 and type 2 ILCs, ribosome- or mitochondria-associated gene components were downregulated with BPC exposure. These data support a consistent effect of BPC on ribosomal protein expression and oxidative phosphorylation in innate lymphoid cells. 

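In ILC2-like cells *Il6ra* (ENSMUSG00000027947) had 9 counts in Alt and 25 in Alt + BPC, a ratio of 2.25 (1.01 to 5.47), which became 0.818 with single-cell gates. *Il13ra2* (ENSMUSG00000031289) had 4 counts in Alt and 18 in Alt + BPC, a ratio of 3.64 (1.20 to 14.8). *Il23r* had 18 counts in Alt and 37 in Alt + BPC, a ratio of 1.66 (0.922 to 3.10) whose interval includes 1. These counts are spread over 1090 cells of Alt and 1428 of Alt + BPC.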

Enhancement of cytokine binding gene sets occurred in ILC2s after BPC exposure including *Il6ra*, *Il13ra2*, and *Il23r*. Notably, the exposure to BPC plus Alt also led to the reduction of H2 and H4 histone gene expression levels in ILC2s including *H2ac6*, *H2ac7*, *H2ac12*, *H2bc12*, and *H4c17* (Fig. 6D). These genes are associated with nucleosome/chromatin formation and support that the addition of BPC may lead to histone-remodeling epigenetic regulation specifically in ILC2s.

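The 5 histone genes together were at 79.0 CPM in Alt and 26.8 CPM in Alt + BPC in ILC2-like cells, a ratio of 0.339 (0.286 to 0.400). Singly, the ratio was 0.339 for *H2ac6* (ENSMUSG00000069270), 0.314 for *H2ac7* (ENSMUSG00000071478), 0.319 for *H2ac12* (ENSMUSG00000069302) and 0.459 for *H4c17* (ENSMUSG00000069306). *H2bc12* (ENSMUSG00000062727) had 19 counts in Alt and 8 in Alt + BPC, a ratio of 0.340 (0.129 to 0.814). The 5 genes together had in NK/ILC1-like cells a ratio of 0.307 (0.199 to 0.468). In CD45+Thy1- cells their ratio was 1.28 (0.930 to 1.76) and in CD45- cells 0.607 (0.360 to 1.01). From the gene set results of Fig. 6, the paper draws support for an even effect of BPC on ribosomal protein and oxidative phosphorylation genes in innate lymphoid cells, and it raises histone remodeling in ILC2s specifically as a possibility.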

**Fig. 6:**
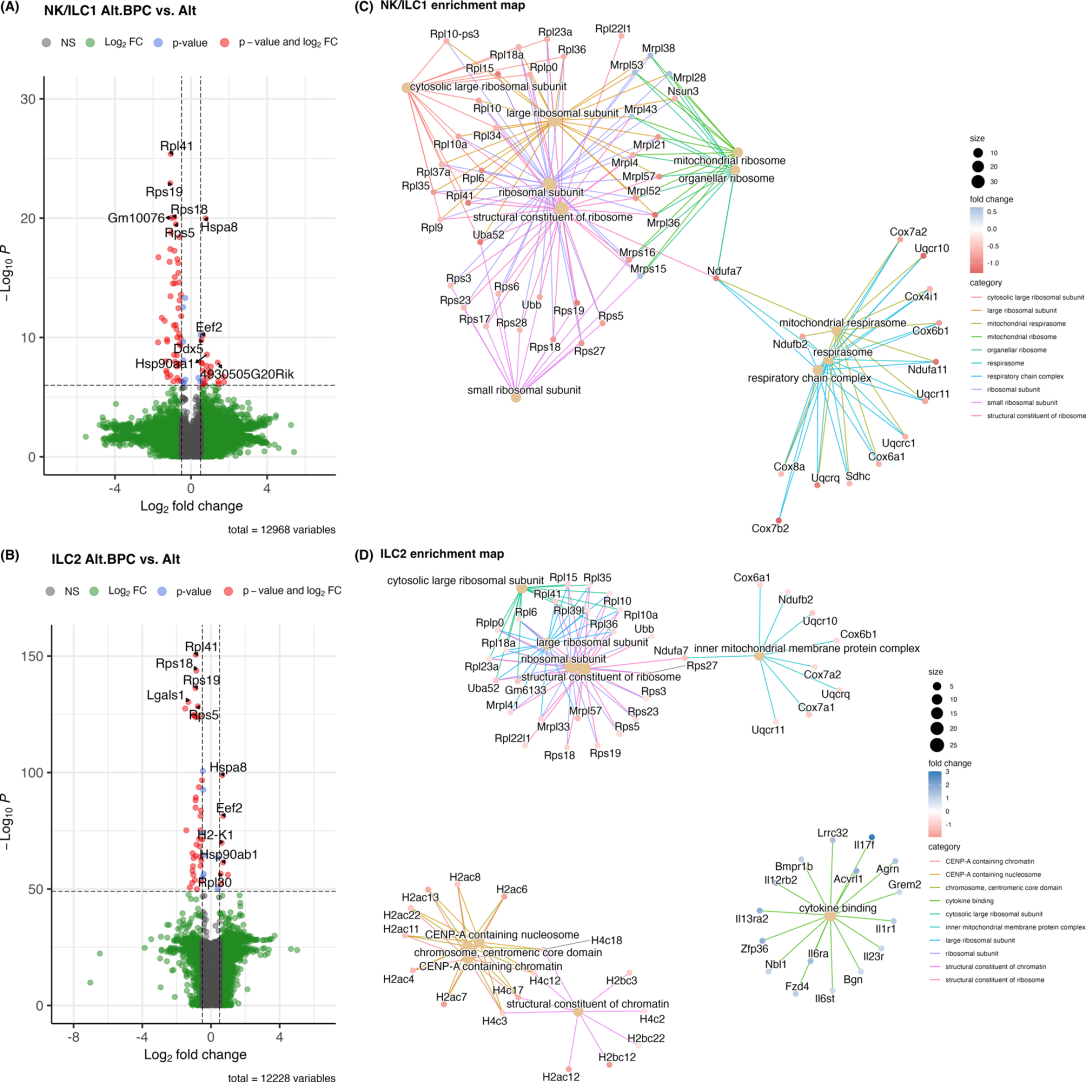
Ribosomal protein and oxidative phosphorylation-related gene expression are reduced after exposure to Alt plus BPC. Most significant variable genes (5 upregulated and 5 downregulated genes) after exposure to Alt plus BPC compared to Alt only are shown for NK/ILC1 (**A**) and ILC2 cells (**B**). X-axis is log_2_ fold change while y axis shows − log_10_ *p* value using EnhancedVolcano. The top 10 affected terms that were changed with Alt plus BPC (based on Gene Ontology; GO) are shown for NK/ILC1 (**C**) and ILC2 (**D**) cells. Circles represent the category size and colors represent the log_2_ fold change using clusterProfiler and enrichplot.

### BPC exposure transcriptome supports an ILC heat shock protein-aryl hydrocarbon *axis*

Extracellular heat shock proteins can stimulate immune cells and act as an important form of cellular communication in the lung during stress^37^. To broadly assess HSP-related transcripts from multiple lung cell types, we analyzed CD45^+^Thy1^−^ hematopoietic cell and CD45^−^ structural cell responses after BPC exposure (Figures S5 and S6). 

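Of the genes labeled in Fig. 7A, *Tapbp* (ENSMUSG00000024308) had a ratio of 1.49 (1.42 to 1.56) in CD45+Thy1- cells, *Sub1* (ENSMUSG00000022205) of 1.49 (1.42 to 1.56) and *Scgb3a1* (ENSMUSG00000064057), a gene of airway epithelium, of 1.46 (1.35 to 1.57). *Ear1* (ENSMUSG00000072601), *Ear2* (ENSMUSG00000072596), *Chil3* (ENSMUSG00000040809) and *Plet1* (ENSMUSG00000032068), which are alveolar macrophage markers, had ratios of 0.299, 0.253, 0.296 and 0.326, and *Lyz2* (ENSMUSG00000069516) of 0.410. Alveolar macrophage-like cells fell from 29.2% (26.6 to 31.9) to 17% (14.7 to 19.5) of CD45+Thy1- cells. Within their cluster the ratios of the 5 genes were 0.519, 0.435, 0.520, 0.661 and 0.770. Of the genes labeled in Fig. 7B, *Agrn* (ENSMUSG00000041936) had a ratio of 1.77 (1.52 to 2.08) in CD45- cells. *Ddx3y* (ENSMUSG00000069045), a Y-linked gene, had a ratio there of 1.85 (1.75 to 1.95), although *Eif2s3y* (ENSMUSG00000069049), *Kdm5d* (ENSMUSG00000056673) and *Uty* (ENSMUSG00000068457), also Y-linked, together had 130 counts over all Alt cells against its 7439. *Gm11808*, *Gm8797* and *Kxd1* (ENSMUSG00000055553) had ratios of 0.441, 0.451 and 0.613.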

Differentially expressed genes were determined in these populations, and the most significant ones (5 upregulated and 5 downregulated) are displayed in volcano plots (Fig. 7A and B). Interestingly, as in the ILC populations, *Hspa8* was the most highly expressed transcript in CD45^+^Thy1^−^ and CD45^−^ cells after BPC + Alt exposure. 

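*Hspa8* was at 2997 CPM (2955 to 3038) in Alt and 4394 CPM (4338 to 4450) in Alt + BPC in CD45+Thy1- cells, a ratio of 1.47 (1.44 to 1.49) and a relative log2 ratio of 0.54. In CD45- cells it was at 1158 CPM (1134 to 1181) in Alt and 2045 CPM (2018 to 2072) in Alt + BPC, a ratio of 1.77 (1.72 to 1.81) and a relative log2 ratio of 0.41, with a ratio of 1.33 with size factors. With free RNA removed the ratio in CD45- cells was 0.922, but the share of free RNA behind this value was estimated at 3.53% in Alt and 44.4% in Alt + BPC from haemoglobin genes alone. By ratio, *Hspa8* ranked 528 of 9786 genes in CD45+Thy1- cells (percentile 94.6) and 1108 of 11799 in CD45- cells (percentile 90.6). In the 19 primary clusters with cells in both libraries, its ratio ranged from 1.13 in the mature DC-like to 2.12 in the goblet-like cluster, with a median of 1.63. The ratio of *Rpl41*, *Rps18* and *Rps19* together was under 1 in the same clusters.

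**Figure D2:**
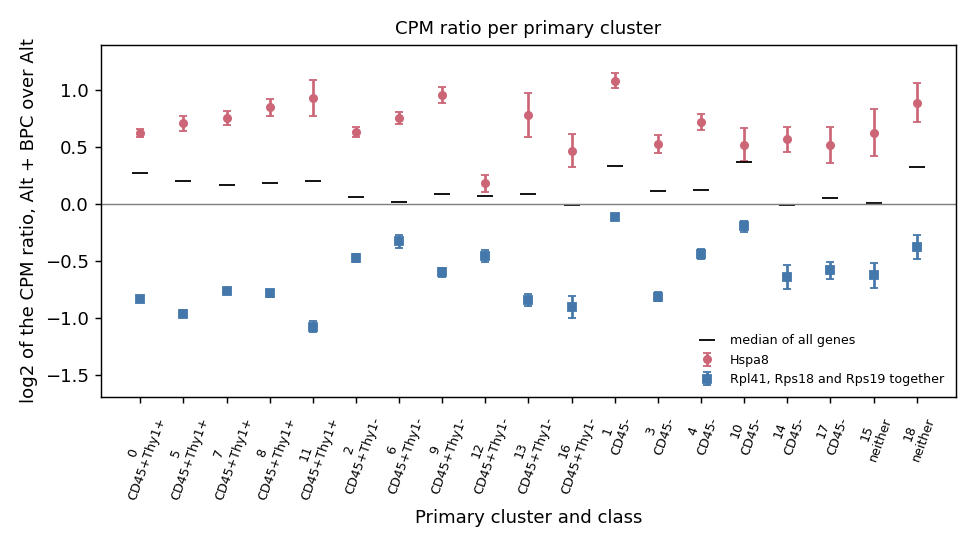
The log2 of the CPM ratio of Alt + BPC over Alt (y axis) for each primary cluster with cells in both libraries (x axis, with its class), for *Hspa8* (circles) and for *Rpl41*, *Rps18* and *Rps19* together (squares), with 95% intervals for counting error only and a black bar at the median of all genes. *Hspa8* lies above the median of all genes and the 3 ribosomal protein genes lie below it in all 19 clusters.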

Upon further analysis of HSP family gene expression, the HSP70 and HSP90 families were elevated in most Thy1^−^ leukocytes and CD45^−^ structural cells (Fig. 7C and D). 

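Of the HSP90 family, *Hsp90aa1* had a ratio of 1.35 (1.29 to 1.42) in CD45+Thy1- cells and 1.56 (1.50 to 1.62) in CD45- cells, and *Hsp90ab1* of 1.42 (1.38 to 1.46) and 1.58 (1.53 to 1.63). *Hsp90b1* (ENSMUSG00000020048) had ratios of 1.18 (1.15 to 1.22) and 1.39 (1.34 to 1.44), with a relative log2 ratio of 0.07 in CD45- cells. *Hspa5* (ENSMUSG00000026864) had ratios of 1.05 (1.02 to 1.09) and 1.44 (1.40 to 1.49), with relative log2 ratios of 0.06 and 0.12. The relative log2 ratios of *Hsp90aa1* and *Hsp90ab1* in CD45- cells were 0.23 and 0.25. Across the CD45+Thy1- clusters the ratio of *Hsp90aa1* ranged from 0.973 to 2.06, lowest in the plasma-like cluster, that of *Hsp90ab1* from 1.08 to 1.60, that of *Hspa5* from 1.07 to 1.90 and that of *Hsp90b1* from 0.828 to 1.64, lowest in cluster 2. Across the CD45- clusters the ranges were 1.07 to 1.96, 1.18 to 1.84, 0.818 to 1.90 and 0.348 to 1.57 in the same order, and cluster 17 was lowest for *Hspa5* and *Hsp90b1*. The paper states that these families were elevated in most Thy1- leukocytes and CD45- cells.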

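Over all genes with at least 100 counts in CD45+Thy1- cells, the highest ratios were those of *Tpsb2* (ENSMUSG00000033825, ratio 79.6), *Mcpt4* (ENSMUSG00000061068, ratio 10.2), *Igkv4-70* (ENSMUSG00000076547, ratio 3.90), *Igkv4-72* (ENSMUSG00000076545, ratio 3.57) and *Igkv4-68* (ENSMUSG00000076549, ratio 3.26). *Tpsb2* was found in 2 cells of each library, and each of the immunoglobulin genes in 1 cell of Alt. The lowest were those of *Hbb-bt* (0.00514), *Hbb-bs* (0.0246), *Prss34* (ENSMUSG00000056399, ratio 0.0351), *Hba-a1* (0.0488) and *Hba-a2* (0.0574), with 79.3% or more of the Alt counts of each in 1 cell. In CD45- cells the highest ratios were those of *Upk3b* (ENSMUSG00000042985, ratio 151), *Lrrn4* (ENSMUSG00000043110, ratio 101), *Cldn15* (ENSMUSG00000001739, ratio 24.8), *Gpm6a* (ENSMUSG00000031517, ratio 15.6) and *Cxcl13* (ENSMUSG00000023078, ratio 11.3). The first 4 are mesothelial genes, raised because the doublet fallback removed the Alt cells of that type, and with doublets kept their ratios were 1.50, 1.48, 1.70 and 1.31. The lowest were those of *Slc7a14* (ENSMUSG00000069072, ratio 0.179), *Hbb-bs* (0.213), *Gm33424* (ENSMUSG00000113101, ratio 0.219), *Gm94* (ENSMUSG00000071858, ratio 0.230) and *Chil4* (0.253), and the ratio of *Hbb-bs* became 1.31 with free RNA removed. *H2-K1*, named for the ILC, had a ratio of 1.61 (1.57 to 1.66) in CD45- cells, which became 0.624 with free RNA removed.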

The receptors that bind HSC70 (encoded by *Hspa8*) include LOX-1, SREC-1, FEEL-1, NKG2A, NKG2C, and NKG2D^38^, encoded by *Olr1*, *Scarf1*, *Stab1*, *Klrc1*, *Klrc2*, and *Klrk1*. 

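*Klrk1* (ENSMUSG00000030149) had a count in 82.6% (74.4 to 89.0) in Alt and 83.6% (78.1 to 88.3) in Alt + BPC of NK/ILC1-like cells (47.8% in Alt and 43.2% in Alt + BPC thinned), and in 6.80% in Alt and 9.27% in Alt + BPC of CD45- cells, which should lack it (1.82% in Alt and 2.00% in Alt + BPC thinned). Its ratio in NK/ILC1-like cells was 1.36 (1.19 to 1.57). *Klrc1* (ENSMUSG00000030167) had a count in 38.3% in Alt and 42.3% in Alt + BPC of NK/ILC1-like cells (14.8% in Alt and 18.6% in Alt + BPC thinned) against 2.85% in Alt and 3.22% in Alt + BPC of CD45- cells (0.158% in Alt and 0.666% in Alt + BPC thinned), with a ratio of 1.26 (0.982 to 1.62). *Klrc2* (ENSMUSG00000052736) had a count in 40.0% in Alt and 39.5% in Alt + BPC (13.9% in Alt and 13.2% in Alt + BPC thinned) against 2.85% in Alt and 4.11% in Alt + BPC of CD45- cells, with a ratio of 0.926 (0.708 to 1.22). The intervals of the last pair of ratios include 1. In ILC2-like cells *Klrk1* had a count in 5.78% in Alt and 9.94% in Alt + BPC (1.56% in Alt and 2.17% in Alt + BPC thinned), at the background of CD45- cells. *Klrc1* was found in 1.74% in Alt and 2.59% in Alt + BPC and *Klrc2* in 2.66% in Alt and 2.80% in Alt + BPC of ILC2-like cells (0.367% in Alt and 0.350% in Alt + BPC and 0.550% in Alt and 0.770% in Alt + BPC thinned), with thinned intervals that overlap those of CD45- cells, so the classes were not ranked by the ratios of these 3 genes. *Stab1* (ENSMUSG00000042286) had a count in 6.61% in Alt and 7.42% in Alt + BPC of ILC2-like cells (2.20% in Alt and 1.47% in Alt + BPC thinned) against 1.82% in Alt and 2.00% in Alt + BPC of CD45- cells. *Olr1* (ENSMUSG00000030162) had 0 counts in NK/ILC1-like cells, which allows a share of up to 2.61% of cells in Alt and 1.36% in Alt + BPC, and a count in 1.56% in Alt and 1.89% in Alt + BPC of ILC2-like cells (0.275% in Alt and 0.840% in Alt + BPC thinned) against 0.633% in Alt and 0.389% in Alt + BPC of CD45- cells. *Scarf1* (ENSMUSG00000038188) had a count in 0.275% in Alt and 0.770% in Alt + BPC of ILC2-like cells (0.183% in Alt and 0.280% in Alt + BPC thinned), below the 1.27% in Alt and 1.50% in Alt + BPC of CD45- cells. Median depths per cell were 4355 and 3995.5 counts in NK/ILC1-like cells of Alt and Alt + BPC and 5396 and 5104 in CD45- cells.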

ILC gene expression of HSP receptors was most highly upregulated in NK/ILC1 cell populations after exposure to Alt plus BPC (Fig. 7E).

**Fig. 7:**
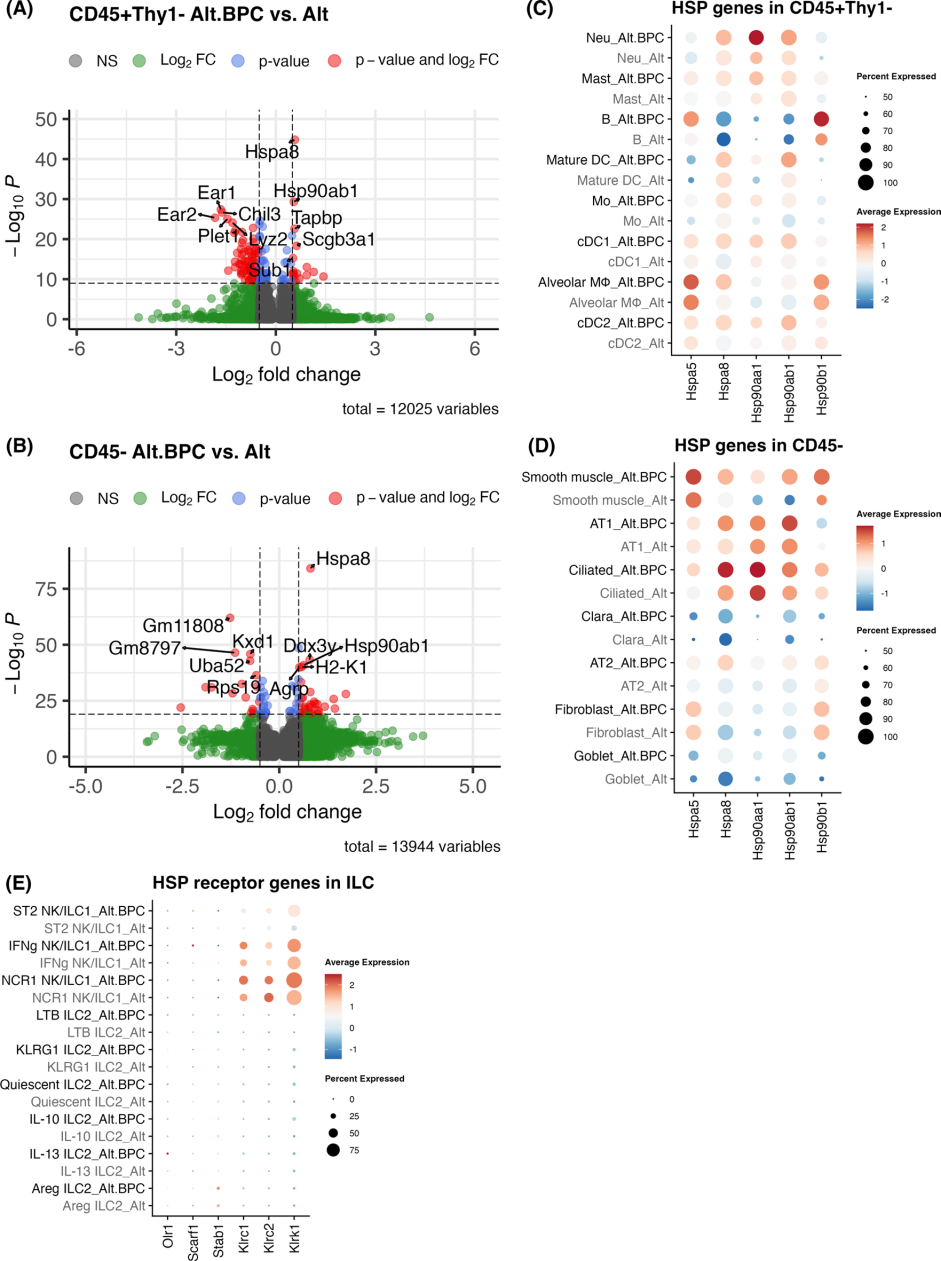
*Hspa8* expression and its downstream signaling is elevated after exposure to Alt plus BPC. Most significant differential genes (5 upregulated and 5 downregulated genes) after exposure to Alt plus BPC compared to Alt only are shown for CD45^+^Thy1^−^ leukocytes (**A**), and CD45^−^ structural cells (**B**). X-axis is log_2_ fold change while y axis shows − log_10_ *p* value using EnhancedVolcano. The expression of HSP70 family and HSP90 genes in CD45^+^Thy1^−^ (A), and CD45^−^ (B) between the treatments are shown in dot plots. The expression of HSP70 family and HSP90 receptor genes in ILC (E) between the treatments are shown in dot plots.

Two of the BPC components, the dioxin TCDD and polyaromatic hydrocarbon BaP have been shown to activate the aryl hydrocarbon receptor (AhR) and lead to oxidative stress^39^. To explore the AHR activity in our model, we first identified the expression of genes that are directly (*Cyp1a1* and *Cyp1b1*) and indirectly (*Nfe212* and *Klf4*) activated by AhR^40–42^. The expression of genes in canonical AhR pathway was only expressed by a low number of cells in all groups (Fig. 8A). However, the expression of *Nfe212* and *Klf4* was increased in several type 1 and type 2 innate lymphoid populations after BPC exposure (Fig. 8A). 

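*Cyp1a1* (ENSMUSG00000032315) had a count in 0.246% (0.0507 to 0.716) in Alt and 0.652% (0.326 to 1.16) in Alt + BPC over all ILC, against 0.633% in Alt and 0.444% in Alt + BPC of CD45- cells, so it cannot be told from their level. Thinned to 1000 counts the shares in ILC were 0% in Alt and 0.119% in Alt + BPC, and in CD45- cells 0.0791% in Alt and 0% in Alt + BPC. *Cyp1b1* (ENSMUSG00000024087) had a count in 0.0819% (0.00207 to 0.455) in Alt and 0.119% (0.0144 to 0.428) in Alt + BPC over all ILC. In CD45- cells it was found in 9.26% in Alt and 13.1% in Alt + BPC, and in 2.22% in Alt and 3.94% in Alt + BPC after thinning. A change of either gene in ILC was not detectable at this depth.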

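*Nfe2l2* (ENSMUSG00000015839) had a ratio of 1.83 (1.50 to 2.24) in ILC2-like and 1.07 (0.715 to 1.62) in NK/ILC1-like cells, and *Klf4* (ENSMUSG00000003032) of 1.32 (1.22 to 1.44) and 1.04 (0.727 to 1.52). Relative to the median of all genes, the log2 ratios were 0.61 and -0.08 for *Nfe2l2* and 0.14 and -0.11 for *Klf4*. *Nfe2l2* had a count in 9.91% in Alt and 16.7% in Alt + BPC of ILC2-like cells (2.66% in Alt and 4.69% in Alt + BPC thinned) and 21.7% in Alt and 23.2% in Alt + BPC of NK/ILC1-like cells (6.96% in Alt and 5.91% in Alt + BPC thinned). *Klf4* had a count in 35.0% in Alt and 42.6% in Alt + BPC of ILC2-like cells (12.8% in Alt and 15.3% in Alt + BPC thinned) and 24.3% in Alt and 25.5% in Alt + BPC of NK/ILC1-like cells (3.48% in Alt and 9.09% in Alt + BPC thinned). CD45- cells express both genes and give no background for them. Across the ILC sub-clusters, the ratio of *Nfe2l2* ranged from 0.894 to 5.29, with few counts in the smaller ones, and that of *Klf4* from 0.856 to 4.21. The inferred transcription factor activities of Fig. 8B and C were not analysed here. From these genes and the inferred activities, the paper proposes that BPC activates ILC subsets through AhR pathways.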

We next assessed the inferred AhR transcription factor activity of AhR, NRF2 (encoded by *Nfe212*), and KLF4, and revealed the distribution of AhR activity (Fig. 8B). Further,enhanced AhR transcription factor activity across multiple ILC clusters after BPC exposure was observed (Fig. 8C). Interestingly, AhR can also be triggered by HSC70^43^ which could further contribute ILC AhR pathway activation after BPC exposure. Thus, there may be direct (TCDD, BaP, PM4.0) and/or indirect (endogenous ligands such as HSC70) activation of ILC subsets through AhR pathways after BPC exposure.

**Fig. 8:**
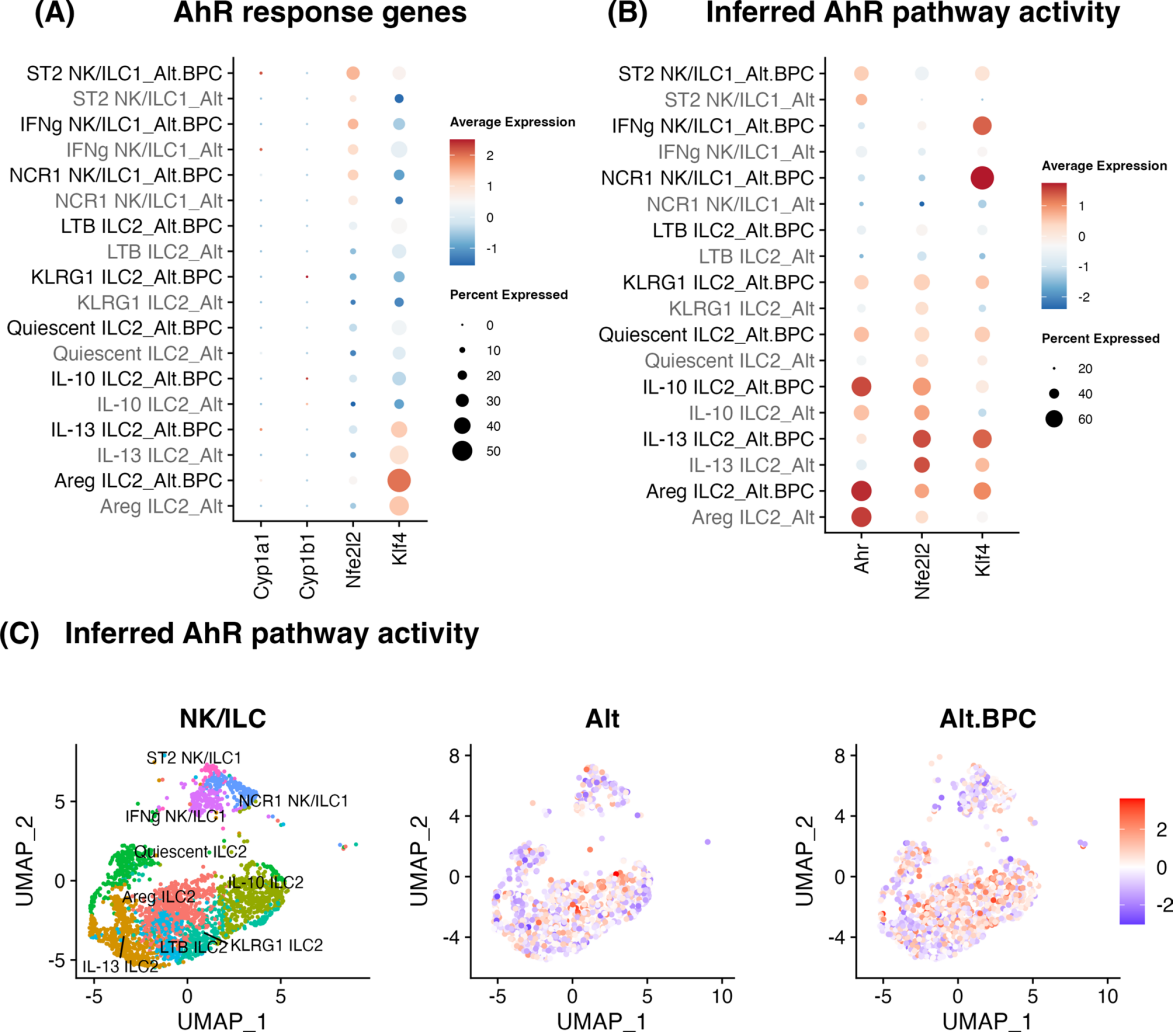
AhR transcription factor activity is upregulated in multiple ILC populations after Alt plus BPC treatment. AhR direct and indirect responding genes (**A**) between the treatments are shown in dot plots. Transcription factor activities of AhR, NRF2 (*Nfe212*), and KLF4 (**B**) between the treatments are shown in dot plots. The distribution of AhR activity (**C**) between the treatments is shown with cell type layout. Transcription factor activity was determined using decoupleR following Pau Badia-i-Mompel’s workflow, and the inferred activity was plotted in dim plots.

## Discussion

Here we used magnetic bead-based negative selection followed by single-cell RNA sequencing (PIP-seq) to assess lung innate lymphoid cell transcriptomic changes after mice were exposed to a combination of burn pit constituent (BPC) mix with the fungal allergen *Alternaria*. ILCs are relatively rare populations in tissues which presents challenges for assessing ILC responses amongst other cell types. Our use of ILC enrichment (100x) prior to scRNA-seq differs from prior studies using clustering of sorted cells ILCs^24,26,44^. From our methods, we successfully obtained useful data from non-ILC cell transcriptome analysis (structural and immune cells, Fig. 7) while allowing for high-resolution analysis of lung ILC heterogeneity. Another benefit of using bead-based selection to purify for ILCs followed by fluidic-free single-cell sequencing is a reduction in cost and time compared to cell sorting-based selection.

We identified unique ILC subsets in the mouse lung with distinct transcriptomic changes after exposure to BPC with Alt. While Alt induces a well-described type 2 model of eosinophilic lung inflammation^6,33^, the addition of BPC led to a superimposed type 1 inflammation characterized by upregulation of IFN-γ and increased airway neutrophilia. Our transcriptomic data demonstrated IFN-γ expression in NK/ILC1 populations. *Csf2* and *Cxcl2* were also upregulated in ILC populations and their products GM-CSF and CXCL2 contribute to tissue neutrophil accumulation. Gene co-expression analysis showed an increase in type II IFN signaling pathways in ILC2s after BPC treatment, but interestingly not in NK/ILC1 populations. This suggests that ILC2s could be responding to IFNγ from NK/ILC1s. We detected activation of MAPK signaling and suppression of p53 signaling in NK/ILC1s, which suggests BPC may contribute to NK/ILC1 activation and survival pathways. Taken together, these results support that type 1 lung inflammation can be induced in the setting of preserved type 2 inflammation, with upregulation of the former not necessarily reducing the latter. This challenges the classical view that Th1 and Th2 inflammation exists in a see-saw model where blocking one axis may tip the balance in favor of the other. Importantly, studies of mixed granulocytic severe asthma have demonstrated that this endotype has the lowest lung function and more severe disease^45,46^. Despite this, there is a paucity of models of mixed granulocytic asthma to provide mechanistic insights or targets.

We found upregulation of genes associated with oxidative stress, and reduction in antioxidant genes in both type 1 and type 2 innate lymphoid cells after BPC exposure. Environmental pollutants such as PM2.5 and diesel exhaust particles^47^ have been reported to induce oxidative stress in immune cells. While high microenvironmental reactive oxygen species have been reported to polarize CD4 T cells towards a Th2 phenotype^48^ the role of ROS in ILCs is less clear. We also found changes in ribosomal protein expression after BPC exposure. Ribosomal proteins play important roles beyond protein translation and are involved in post-transcriptional gene regulation that has multiple effects on immune cells akin to RNA-binding proteins that regulate ILC2 function^49–54^. We detected a consistent reduction of a few specific ribosomal proteins (*Rpl41* and *Rps19*) in NK/ILC1s and ILC2s after BCP exposure. Interestingly, protein products of *Rpl41* and *Rps19* have demonstrated anti-inflammatory effects in previous reports^49,51,55,56^, and perhaps BPC reduction of these contributes to enhanced ILC activation and inflammation. Additionally, specific histone transcripts were downregulated by BPC in ILC2s. Histone remodeling plays a critical role in modulating gene expression^57^ and regulating cell proliferation^58^. Further study of these regulatory pathways in ILC2s may provide insights into toxin exposure-mediated lung responses.

The heat shock protein transcript *Hspa8* gene was highly upregulated across ILC populations after BPC exposure. HSC70 is the protein product of *Hspa8* and a member of the larger HSP70 family. *Hspa8* has been reported to be increased upon exposure to air pollutant^59^ and the extracellular form can trigger the activation of immune cells^37^. The increase of *Hspa8* was found in almost every lung cell type analyzed in the lung, suggesting that high HSC70 may be present in lungs exposed to BPC. We predict that the aryl hydrocarbon (AhR) receptor may have an important role in our model given that the dioxin TCDD and aromatic hydrocarbon BaP can activate AhR. However, endogenous ligands including HSC70 may also play a role in AhR activation as a previous study showed a regulatory role of HSC70-AhR signaling in a colitis model^43^. Interestingly, we found that canonical genes associated with AHR activation such as Cyp1a1 and Cyp1b1 were not significantly expressed in ILC subsets. However, we found that other AHR response genes such as Nfe2l2 and Klf4 were significantly upregulated in several ILC populations after BPC exposure. Importantly, Ahr could be a target for toxin-mediated lung injury and ILCs are known to be regulated in different ways by AhR^21,39,60^.

Previous studies have identified significant ILC heterogeneity in humans and mice models among ILC1 and ILC2 populations^61–63^. ILC1 cells are closely related to NK cells. In mice, both ILC1 and NK subsets express NK1.1, NKp46 and T-bet. NK cells have been shown to express ITGA2 (CD49b) while ILC1s express ITGA1 (CD49a). Recent studies have suggested Syndecan-4 (SDC4) and INPP4B as potential markers to distinguish ILC1s from NK cells^64,65^. In our analysis, we found that cluster 7 lacked expression of both SDC4 and INPP4B (data not shown) which suggests these cells are conventional NK cells. Interestingly, population 8 expressed SDC4 but not INPP4B, ITGA1 but not ITGA2, which suggests they may be ILC1s that are transcriptionally related to NK cells. Recent studies have also reported ILC1s with cytotoxic function, including expression of granzymes A, B, and C. NK cells have also been shown to have plasticity to transition into ILC1s under TGF-β^66^. Thus, clear differentiation between ILC1 cells and NK cells based on phenotype and transcriptional profiling remains a challenge in this field.

Previous studies have also identified significant ILC2 heterogeneity. CD127 + ILC2 have been found to have subsets including CD117 + and CD117- CRTH2 + ILC2s, CD45RO + activated ILC2s, KLRG1 + ILC2s, and IL-10 producing ILC2s. These ILC2 subsets have distinct effector and regulatory functions. ILC2s lacking expression of CRTH2 and CD127 in humans and ST2 and CD127 in mice have also been reported^62,67^. Our scRNA-seq analysis identified several distinct subsets of ILC2s in the mouse lung characterized by predominant expression of Areg, IL-13, IL-10, KLRG1, and LTB individually, as well as a subset that appeared to be quiescent ILC2s given lower expression of effector and activation transcription factor genes compared to other subsets. Several of these ILC2 subsets showed significant changes in gene expression after BPC exposure suggesting they may play an important effector role in response to environmental toxin exposure.

In conclusion, we have used PIP-seq analysis of enriched murine lung ILC populations after Alt and BPC exposure to identify unique and diverse populations of both type 1 and type 2 innate lymphoid cell responses with distinct patterns of transcriptional activation. The goal of our studies was to use a novel method to broadly assess lung ILC responses to allergen and toxin exposure that may spur further mechanistic investigations. Our results support a role for ILC oxidative stress, specific ribosomal and heat shock proteins, as well as aryl hydrocarbon receptor signaling as fruitful areas of further study. Overall, our findings have important implications for the impact of environmental pollutants on airway disease that can be driven by ILCs and is relevant to military and other inhalation exposures such as wildfires.

## Materials and methods

### Burn pit-related constituents

Burn pit-related constituent (BPC) cocktail included 2,3,7,8-Tetrachlorodibenzodioxin, (TCDD; Thermo Fisher Scientific, Waltham, MA), Benzo[a]pyrene (BaP; Millipore Sigma, Burlington, MA), and fine atmospheric particulate matter < 4 μm (PM4; National Institute of Standards and Technology, Gaithersburg, MD).

### Mouse model

Female C57BL/6 mice at age of 6–8 were obtained from the Jackson Laboratory (Bar Harbor, ME). To induce the pulmonary inflammation, the mice were intranasally challenged with DMSO (vehicle control), BPC, Alternaria alternata (Alt), or Alt plus BPC for 3 days (Fig. 2A). One day after the last challenge, the mice were euthanized by CO2 inhalation followed by secondary organ (lung) removal. The lungs were collected for single cell suspension and ILC enrichment (by Mouse Pan-ILC Enrichment Kit; STEMCELL Technologies, Vancouver, British Columbia, Canada). The dose of Alt was 30 µg/mouse, and the BPC cocktail was mixed by TCDD (0.6 ng/mouse), BaP (5 ng/mouse), and PM4 (20 µg/mouse). All experimental protocols (S10137) were approved by the University of California, San Diego Institutional Animal Care and Use Committee and comply with American Veterinary Medical Association (AVMA) standards. We confirm that all methods were carried out in accordance with relevant guidelines and regulations. We confirm that all methods are reported in accordance with ARRIVE guidelines (https://arriveguidelines.org).

### Bronchoalveolar lavage fluid and lung tissue processing

Female C57BL/6 mice at age of 6–8 were obtained from the Jackson Laboratory (Bar Harbor, ME). To induce the pulmonary inflammation, the mice were intranasally challenged with DMSO (vehicle control), BPC, Alternaria alternata (Alt), or Alt plus BPC for 3 days (Fig. 2A). One day after the last challenge, the mice were sacrificed.

After the mouse sacrifice, the tracheas were cannulated, and the bronchoalveolar lavage (BAL) fluid was collected in 0.5 + 0.6 × 4 ml 2% BSA (Sigma, St. Louis, MO). The supernatant of the initial 0.5 ml was stored for cytokine detection. The lungs were collected in free RPMI medium and then dissociated for single-cell suspension by the Miltenyi Lung Digest Kit and Dissociator (Miltenyi Biotec, Bergisch Gladbach, Germany). Cells counts were determined by flow cytometer Novocyte (Agilent Technologies, Inc., Santa Clara, CA).

### Flow cytometry

The staining for flow cytometry was performed on 1 × 10^6^ BAL or lung cells. Fc receptors were firstly blocked by αCD16/32 (Biolegend, San Diego, CA). For differential granulocyte determination, antibodies against CD45.2 (PerCP-Cy5.5), Siglec-F (PE), GR-1(APC), and CD11c (FITC) were applied. Eosinophils were identified as CD11c^−^Siglec-F^+^, and neutrophils were identified as SiglecF^−^GR-1^+^. For ILC identification, antibodies against CD45.2 (PerCP-Cy5.5), Thy1.2 (eFluor 450), and lineage (lin; FITC). The lin consisted of the BioLegend Lineage cocktail (αCD3e, αLy-6G/Ly-6C, αCD11b, αCD45R/B220, and αTER-119), αCD11c, αNK1.1, αCD5, αFcεR1, αTCRαβ, and αTCRɣδ. ILCs were identified as CD45.2^+^lin^−^Thy1.2^+^ lymphocytes.

### Innate lymphoid cell enrichment and single-cell RNA sequencing

ILCs from Alt and Alt plus BPC treated mice were enriched from two single-cell suspended lungs by Mouse Pan-ILC Enrichment Kit (STEMCELL Technologies, Vancouver, British Columbia, Canada). ILC enriched samples were preserved in PIPseq™ T100 3′ Single Cell Capture and Lysis Kit and processed by sequencing service (Fluent BioSciences, Watertown, MA).

### Single-cell RNA sequencing analysis and CD45^+^Thy1^+^ cell visualization

The barcode-gene matrices from PIPseeker pipeline were further analyzed with the R package Seurat (v4.3.0)^68^. Following the standard practices to exclude the doublets and low-quality cells, cells that were considered as doublets by R package scDblFinder (v1.15.1)^69^, expressed less than 200 or greater than 4000 genes, or had mitochondrial genes greater than 5% were filtered from the datasets.

Control (Alt) and experimental (Alt.BPC) datasets were undergone Seurat’s workflow of SCtransform normalization and integration to generate the primary clustering at the resolution of 0.3. Uniform manifold approximation and projection (UMAP) was employed for dimensionality reduction and visualization of the data. In the purposes of deeper ILC investigation, the clusters with positive expression of *Ptprc* and *Thy1* were subsetted to undergo a secondary clustering at a higher resolution of 1.0.

### Gene co-expression network and pathway analysis

To identify the gene co-expression modules in ILCs in Alt.BCP, R package high dimensional weighted gene co-expression network analysis (hdWGCNA, v0.3.01)^70^ was applied. The co-expression modules were further undergone the pathway analysis by R package enrichR (v3.2)^71–73^ with the WikiPathways database.

### Gene set enrichment analysis

To identify potential effect from the most variable genes, the differential genes were found by Seurat’s FindMarkers function and visualized by EnhancedVolcano (v1.13.2). The differential genes were further undergone the gene set enrichment analysis using R package clusterProfiler (v4.10.0)^74^ with gene sets from Gene Ontology (GO) cellular component and molecular function. R package enrichplot (v1.22.0) were utilized for visualization of GO enrichment maps.

### Transcription factor activity

To identify the activities of the transcription factors, the inferred transcription factor activity analysis was performed with the R package decoupleR (v2.9.1)^75^ following Pau Badia-i-Mompel’s workflow. R package pheatmap (v1.0.12) was utilized for visualization of the transcription factor activity across the clusters.

### Supplementary Information

Supplementary Figures.

Supplementary Legends.

## Data Availability

The datasets are available in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) repository GSE261844 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261844).

# Supplementary material for: PIP-seq identifies novel heterogeneous lung innate lymphocyte population activation after combustion product exposure
**Source:** Sci Rep. 2024 Aug 30;14:20167. doi: 10.1038/s41598-024-70880-y
**Supplement:** Supplementary file 2 — Supplementary Legends.

**Supplementary materials and methods**

**Lung histology**

The lungs without BALF collection were fixed with formaldehyde and stained (hematoxylin and eosin, H&E and periodic acid-Schiff, PAS), as previously described (ref PMID 35908044). H&E photos were captured at 10X magnification, and PAS photos were captured at 20X magnification. Five areas with 100 µm square size around the bronchiole in selected field were analyzed by ImageJ software (NIH) with Threshold_Color plugin. The quantitation of histological changes and mucin deposition was determined by HSB assay (hue: 182–242, saturation: 80–255, and brightness: 0–255 for H&E; and hue: 185–200, saturation: 100–255, and brightness: 0–255 for PAS). The mean intensity of each area was recorded as the histological score.

**Supplementary figure legends**

Figure S1. The formaldehyde-fixed, paraffin-embedded lung samples were sliced and stained by (A) hematoxylin and eosin (H&E) staining and periodic acid-Schiff (PAS) staining. The magnification folds are 10X for H&E and 20X for PAS. The quantitative data of each slide were analyzed by ImageJ and presented as histological score, including (B) inflammatory index and (C) mucin deposition. There were five areas in three fields applied for quantification. Scale bar = 100 µm. Data are presented as median with interquartile (**p < 0.01, ***p < 0.001, ****p < 0.0001).

Figure S2. Marker genes for each cluster in CD45^+^Thy1^+^ cell subsets are illustrated as expression level in heat map form.

Figure S3. Top 10 hub gene expression from each module in ILC1 and NK are shown in dot plots.

Figure S4. Top 10 hub gene expression from each module in ILC2 are shown in dot plots.

Figure S5. The feature genes (A) for B cell, neutrophil (Neu), Mast cell, monocyte (Mo), alveolar macrophage (AM), MHC class II, type 1 conventional dendritic cell (cDC1), cDC2, mature DC (mature) were used to identify the populations of CD45^+^Thy1^-^ leukocytes. Marker genes for each cluster in CD45^+^Thy1^-^ cell subsets (B) are illustrated as expression level in heat map form.

Figure S6. The feature genes (A) for muscle, fibroblast, epithelial (Epi), lung ciliated cell, goblet cell, lung Clara cell, type 1 alveolar cell (AT1), and type 2 alveolar cell (AT2) were used to identify the populations of CD45^-^ cells. Marker genes for each cluster in CD45^-^ cell subsets (B) are illustrated as expression level in heat map form.

How the deposited data were processed for this re-analysis (not part of the article)

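Single-cell RNA of ILC-enriched mouse lung was measured in 2 libraries, 1 from mice given Alt and 1 from mice given Alt + BPC. The deposited values are counts per gene and barcode, which the authors made with the PIPseeker pipeline at its sensitivity level 2 from 3′ libraries, with no normalization. The aligner, the genome build, the annotation and the way molecules were counted are not stated in the paper or with the deposited counts, so no coordinates are given. The values were checked to be whole numbers with totals that differ between libraries and barcodes. Depth was 4140 barcodes with a median of 5042 counts in Alt and 5325 barcodes with a median of 4687 counts in Alt + BPC. The gene table has 32227 genes, of which 29935 had a count. With 1 library per condition there is no estimate of the spread between mice, enrichments or libraries, so no test was made and no gene was called changed.

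Barcodes with 200 to 4000 detected genes and at most 5% mitochondrial counts were kept, as in the paper's methods. The authors called doublets with scDblFinder, which was not available, so scrublet in scanpy 1.11.5 was run on each library. Its automatic threshold marked less than 0.5% of barcodes, and the preset fallback, the barcodes with the highest 5% of scores, was used. This fallback removed all Alt cells of the mesothelial-like cluster. Each library was normalized with SCTransform (sctransform 0.4.2) on 3000 variable genes, and the libraries were integrated by anchors and clustered at resolution 0.3 on 30 principal components with Seurat 5.3.0 in R 4.3.3. The CD45+Thy1+ cells were normalized and integrated again and clustered at resolution 1.0. The paper states the same resolutions with an earlier version of Seurat. Clusters were named from marker lists written beforehand, those of the ILC subsets after the paper's own figures on these same libraries. A cell type list needed markers raised at least 2-fold with at least 20 counts. An ILC subset list needed at least 5 markers raised 1.5-fold, except the list of 4 for IFNg NK/ILC1, where 3 sufficed.

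Several choices were made after the clusters had been seen. These are the 50% limits for Ptprc and Thy1, the 35% limit for CD45- clusters, the class limits of 200 CPM for Cd3e, 50 CPM for Ncr1 and 200 CPM for Gata3, and the fold and number of markers. The integration repeated on CD45+Thy1+ cells and the sub-cluster kept out of the NK/ILC1-like class were also chosen then, each with an added alternative. The list of *Rpl41*, *Rps18* and *Rps19* summed per cell type was chosen, and shortened, after its values had been seen. All other alternatives and the rule for the named genes were fixed before the data were examined.

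Counts were summed over the cells of a group and scaled to CPM. Ratios of CPM have the exact conditional interval of 2 Poisson counts, CPM the exact Poisson interval and shares of cells the Clopper-Pearson interval, all at 95% and for counting error only (Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3). The distribution of log2 ratios was taken over genes with at least 100 counts in a class, and its median was the reference for relative log2 ratios. Shares of cells with a count are given as deposited and with every cell thinned to 1000 counts. No cell had fewer, and none was left out. Some genes that the paper names or labels are not reported here. The other genes named are those of the paper's results text, those labeled in Figs. 6A, 6B, 7A and 7B, those shown in figures for a claim, and in each of 4 classes the 5 genes with the highest and the 5 with the lowest ratio. Module hub genes (10 for each of 9 modules) were read by eye from Fig. 4A. Ribosomal protein genes (84), other histone genes (58), nuclear respiratory chain genes (95) and mitochondrial genes (13) were taken by symbol.

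The alternatives were size factors from the median of ratios, a total without ribosomal protein and mitochondrial genes, the mean of each cell's CPM, doublets kept, a filter of up to 6000 genes and 10% mitochondrial counts, no integration, sub-clustering at resolution 0.6, single-cell gates, thinning, and removal of free RNA estimated from haemoglobin, surfactant and club cell genes. Linear algebra ran on 1 thread with 1 fixed kernel, and the clustering without integration was also run with another kernel, because it was found to depend on rounding. Transcript length, GC content and shared 50-base windows came from GENCODE M21 transcripts by gene identifier. Of the genes with at least 100 counts in ILC2-like cells, 99.9% had a transcript. Ribosomal protein genes were compared with 10000 lists drawn from the 20 nearest genes in length or GC content and expression.

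The ratios and the matched lists were tested on simulated data, with 200 genes drawn to be changed in each class. Of those with at least 100 counts, 99.5% were recovered in ILC2-like (9293 genes) and CD45+Thy1- cells (9768 genes) and 100% in NK/ILC1-like (2153 genes) and CD45- cells (11805 genes). Of the intervals, 95.4%, 95.4%, 95.4% and 95.8% held the true ratio in ILC2-like, NK/ILC1-like, CD45+Thy1- and CD45- cells. The summed counts were drawn from the Poisson model that the intervals assume, so these shares follow from it. Clumping of counts within cells was not simulated, although a single cell held 64.0% of the *Hbb-bs* counts of ILC2-like cells in Alt. The simulated folds were larger than most ratios given here, so recovery of small changes of single genes was not tested. Unchanged ribosomal protein genes lay under percentile 2.5 of the matched lists in 4.5 to 8.5% of 200 draws, above the nominal share, so a difference between list and matched lists is read against its range over these draws. Lists lowered by 20% were found in 99.5% or more of draws.

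Module detection with hdWGCNA, the enrichment tests and the inferred transcription factor activities were not repeated, because the tools were not available or need replicates. Lavage, ELISA and histology values were not analysed here.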

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

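The IL-17 free RNA test and the removal of background from the IL-17 gate below were chosen only after the result was seen. T-like cells that hold *Il17a* (sub-clusters 5 and 13), which the paper leaves out with the other T cells, made up 1.16% (0.842 to 1.55) of the kept cells in Alt and 4.53% (3.97 to 5.15) in Alt + BPC, a ratio of 3.92 (2.82 to 5.54). They were singled out as a signal in cells that the paper does not analyse. The tables argue against free RNA, since *Il17a* had a count in 47.7% of these cells in Alt and 33.2% in Alt + BPC, and in at most 3.64% of ILC2-like, CD45+Thy1- and CD45- cells of either library. The clustering and integration stay open as the cause. Cells picked singly by a T cell receptor gene and *Il17a* or *Il22* had a ratio of 3.80 (2.63 to 5.63), with no background taken off. Cells with a T cell receptor gene and neither of these had a ratio of 1.25 (1.14 to 1.38). With a T cell receptor gene and *Il17a* the ratio was 2.76 (1.86 to 4.2), but this gate needs only 1 count of each gene. Cells of other classes pass it: with the share of ILC2-like cells that pass (0.642% in Alt and 2.03% in Alt + BPC) taken off, the ratio was 1.63 with an interval that includes 1, and with that of CD45+Thy1- or CD45- cells 2.68 (1.67 to 4.96) or 2.38 (1.57 to 3.80). An effect of the enrichment, done once per condition, an effect of the mice chosen and an effect of BPC all stay open, and the design does not separate them.

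The mesothelial-like cluster 19 had 32 cells of Alt + BPC and 0 of Alt. It was singled out because its genes are not discussed in the paper and its count lies above the limit that a count of 0 in Alt allows. The filters on cells are a candidate cause that the tables bear out: before any filter, 23 Alt barcodes (0.556%, 0.352 to 0.832) and 43 Alt + BPC barcodes (0.808%, 0.585 to 1.09) had counts of at least 2 of 4 mesothelial markers. With doublets kept, the matching cluster held 22 cells of Alt, all of them among the highest 5% of doublet scores. No biological explanation was tested, and none is needed for the absence of Alt cells.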

How the results depend on the processing

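Of the alternatives below, the first integration reused and the NK/ILC1-like class with sub-cluster 12 were chosen only after the result was seen; the other 10 were planned. Of 181 ratios and shares, 152 stayed on one side of 1 under each alternative run, and 18 were reversed, in 25 values given below. The other 11 have a counting interval that includes 1 and crossed 1 under at least 1 alternative: *Klf4*, *Nfe2l2*, *Klrc2*, M4 and M7 in NK/ILC1-like cells, *Gbp6*, *Il23r* and M4 in ILC2-like cells, *Ltb* and *Tnf* in Areg ILC2-like cells and M4 in sub-cluster 2.

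The main values were 1.60, 1.74, 1.47 and 1.77 for *Hspa8* in ILC2-like, NK/ILC1-like, CD45+Thy1- and CD45- cells, 0.861 and 0.830 for ribosomal protein genes and 0.802 and 0.788 for respiratory chain genes in ILC2-like and NK/ILC1-like cells, and share ratios of 1.24 (Areg ILC2-like) and 1.38 (NK/ILC1-like). With size factors, *Hspa8* was at 1.33, 1.55 and 1.33 (ILC2-like, NK/ILC1-like, CD45-), ribosomal protein genes at 0.718 and 0.738 and respiratory chain genes at 0.668 and 0.700; reversed were *Ltb* (0.919), *Il13* (0.884), *Il5* (0.974), *Sod1* (0.883), M2 (0.920) and M9 (0.857) in ILC2-like and M2 (0.944) and M9 (0.945) in NK/ILC1-like cells. This follows from the construction, since size factors move every gene of a class by the same amount. With the total taken without ribosomal protein and mitochondrial genes, *Hspa8* was at 1.52 and 1.63, ribosomal protein genes at 0.816 and 0.779 and respiratory chain genes at 0.760 and 0.739; reversed were M2 (0.996) and M9 (0.997) in NK/ILC1-like and M9 (0.975) in ILC2-like cells, again by a factor common to all genes. With the mean of each cell's CPM, ribosomal protein genes were at 0.856 and respiratory chain genes at 0.787 in ILC2-like cells.

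Under the alternatives that change which cells are counted, the cause was not tested. With doublets kept, ribosomal protein genes were at 0.863 in ILC2-like cells. With the wide filter, *Hspa8* was at 1.72 in CD45- cells, ribosomal protein genes at 0.859 and respiratory chain genes at 0.794 in ILC2-like cells, and *Il13* in ILC2-like cells was reversed (0.995). Without integration, the share ratio was 5.00 for Areg ILC2-like cells and 6.19 for sub-cluster 12, ribosomal protein genes were at 0.838 in NK/ILC1-like cells, and *Tnfsf14* in Areg ILC2-like cells (0.998), *Il13* in sub-cluster 2 (1.17) and M1 in ILC2-like cells (0.906) were reversed. This clustering depends on rounding: with another linear algebra kernel it gave 11 sub-clusters in place of 10, share ratios of 4.70 and 7.29 and *Tnfsf14* at 1.02, so this last reversal is within the effect of rounding. With single-cell gates, the share ratio of NK/ILC1-like cells was 1.05, *Hspa8* was at 1.50, 1.33 and 1.50 in ILC2-like, NK/ILC1-like and CD45+Thy1- cells, ribosomal protein genes at 0.868 and 0.875, and respiratory chain genes at 0.845 in ILC2-like cells. Reversed were *Il13* (0.987), *Il6ra* (0.818) and M1 (0.963) in ILC2-like and *Sod1* (1.02), M3 (0.892) and *Chil4* (1.07) in NK/ILC1-like cells. The NK/ILC1 gate asks for no *Ptprc* or *Thy1* count and held 547 cells against 335 from the clusters. Its values may include cells of other classes, since no background was taken off. With the first integration reused, ribosomal protein genes were at 0.818 in NK/ILC1-like cells and *Il13* in sub-cluster 2 was reversed (1.06).

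With free RNA removed, ribosomal protein genes were at 0.863 in ILC2-like cells, and *Hspa8* (0.922), *H2-K1* (0.624) and *Hbb-bs* (1.31) in CD45- cells were reversed. There the free share came out at 3.53% for Alt and 44.4% for Alt + BPC, because in this class only haemoglobin genes could serve, and the second value is not a plausible share of free RNA.

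Of 211 other results, 143 moved by more than their counting interval under at least 1 alternative without a reversal, 17 were reversed as given above and 51 did neither. Thinning to 1000 counts moved 34 of 40 shares of cells with a count, which depth sets by construction. Depth limits *Il6ra*, *Il13ra2*, *Il23r*, *Cyp1a1*, *Cyp1b1*, *Olr1* and *Scarf1* in ILC, whose values rest on few counts, and sub-cluster 12, which has 16 cells of Alt. With the wide filter, no integration, resolution 0.6 and the first integration reused, NK/ILC1-like cells formed 1 sub-cluster, so these alternatives did not test sub-clusters 8 and 9 apart. At resolution 0.6 no sub-cluster 12 exists, so that alternative gave no value for it.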

Differences from the paper's values

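None of the values that the paper states for a measure also computed here differed by more than 1.5 times. For shares of cells this bound is wide: the 87.2% in Areg ILC2-like cells without integration, against about 64%, also lies within it. The paper's 19 primary clusters, 13 sub-clusters and 9 ILC sub-clusters compare with 20, 14 and 11 here. The share of cells from Alt + BPC was 63.1% in Areg ILC2-like cells against about 64% in Fig. 3D, read by eye, 53.1% in sub-cluster 2 against about 51%, 52% in IL-10 ILC2-like cells against about 52%, 61.9% in sub-cluster 8 against about 62%, 69.5% in sub-cluster 9 against about 69% and 70.9% in sub-cluster 12 against about 72% in the same panel. Of the alternatives set before the data were examined, no integration gave 3 CD45+Thy1+ primary clusters against about 5 in Fig. 2C, read by eye, and the others gave values within the same bounds. The scaling alternatives, the single-cell gates and the removal of free RNA keep the main clusters here, so they repeat the main values. The subset lists follow the paper's figures on the same libraries, so shares near Fig. 3D are no independent support.

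The other differences are in directions or rankings. The names of clusters were rebuilt here, so each may come from different cells being compared, and single genes or modules move between settings by amounts such as 0.947 to 1.17 for *Il13* in sub-cluster 2 without integration. The paper reports *Il13* as higher with BPC in IL-13 ILC2s. The value here was 0.947, with 1.17 without integration and 1.06 with the first integration reused, the latter chosen after seeing the values. The other alternatives that gave a value for this sub-cluster gave values under 1. Single-cell gates gave none.

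For the modules, the sums over the hub genes differ from the paper's directions in several cases. The paper reports M1 as higher in NK/ILC1 populations. Over the class the sum was 0.781, and no alternative gave a value over 1, but sub-cluster 9 was at 1.20 and the median hub gene had a log2 ratio of 0.20. The paper reports M6 as lower in IFNg NK/ILC1 cells; the value in sub-cluster 9 was 1.19. It stayed over 1 with size factors, the total without ribosomal protein and mitochondrial genes, the mean of each cell's CPM, doublets kept and free RNA removed. The other alternatives gave no value for this sub-cluster apart from the NK/ILC1-like class, so they did not test it. The paper reports M4 as enriched with BPC in ILC2s and not in NK/ILC1s. In ILC2-like cells the ratio was 1.03 with a relative log2 ratio of -0.22, and 6 of 10 hub genes were lower. Of the M4 genes the paper names for ILC2s alone, *Gbp2* had a higher ratio in NK/ILC1-like (1.69) than in ILC2-like cells (1.29), and *Gbp6* was at 0.891 and 0.986. The paper reports M9 as higher with BPC. Its ratios of 1.03 in ILC2-like and 1.06 in NK/ILC1-like cells lie under the median of all genes, with relative log2 ratios of -0.22 and -0.08. The paper lists M7 as enriched with BPC between NK/ILC1 and ILC2 cells. It was at 0.976 in NK/ILC1-like cells, with values over 1 for the mean of each cell's CPM (1.03), resolution 0.6 (1.06), single-cell gates (1.00) and the class with sub-cluster 12 (1.10), the last chosen after seeing the values.

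The paper reports lower histone genes in ILC2s and from them raises remodeling specific to these cells; the 5 genes together were also lower in NK/ILC1-like cells (0.307, against 0.339 in ILC2-like cells), and remodeling was not analysed here. The paper calls *Hspa8* the most highly expressed transcript with BPC in Thy1- leukocytes and structural cells. By ratio, its rank was 528 in CD45+Thy1- and 1108 in CD45- cells.

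No sub-cluster was named LTB ILC2-like or KLRG1 ILC2-like. The rule of 5 markers fixes this for lists of 3 and 4 markers, and all 3 LTB ILC2 markers were raised in sub-cluster 1, which took the Areg ILC2-like name, so the paper's statements on these 2 subsets were not compared.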

Other observations

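The following tests were chosen only after the result was seen: the whole-library shift and the transcript length for ribosomal protein genes, the size of their fall across cell types, all tests for *Hspa8*, male cells and the paralog for *Ddx3y*, library preparation for the histone genes, and the shared sequence of *Gm10076*.

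Ribosomal protein genes fell in ILC of Alt + BPC. The tables argue against free RNA, since the ratio in ILC2-like cells stayed at 0.863 after its removal, and against a changed mix of ILC2 subsets, since the share fell in 8 of 8 ILC2-like sub-clusters (ratios 0.782 to 0.891). They argue against GC content in NK/ILC1-like cells, where ribosomal protein genes lay at percentile 0 of lists matched for it. In ILC2-like cells GC content stays open: they lay at percentile 3.75, with a difference of -0.11 that is within the range over simulated unchanged lists (-0.11 to 0.11), although the correlation of GC content with the log2 ratio over all genes was -0.0189. Transcript length and expression level together may account for the fall in ILC2-like cells, where ribosomal protein genes lay at percentile 11.6 of lists matched for both. In NK/ILC1-like cells they lay at percentile 0.09. Since the lists were matched for both properties, they cannot tell length from expression level. A shift of the whole library also stays open: *Rpl41*, *Rps18* and *Rps19* together were lower in 14 of 14 cell types outside the CD45+Thy1+ clusters, although all ribosomal protein genes together were by CPM lower in 11 and higher in 3 of these, and relative to the median of all genes lower in 14. Such a shift could come from the preparation of 1 library per condition or from an effect of BPC on all cells, and neither was tested.

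The fall of all ribosomal protein genes together argues against a shift of one size in every cell type. Relative to the median of all genes, it ranged from a log2 ratio of -0.06 in cluster 6 to -0.57 in cluster 11. The CPM ratios there were 0.968 (0.961 to 0.975) and 0.777 (0.770 to 0.784). Whether the fall was larger in the CD45+Thy1+ clusters as a set stays open. For the 3 genes, the median log2 ratio relative to all genes was -1.11 in these clusters and -0.63 in other cell types. The smallest fall in a CD45+Thy1+ cluster was at -0.94 and the lowest value in other cell types was -0.93. These 3 genes were chosen for their fall in ILC. By CPM their ranges overlap (-0.77 and -0.90), as do those of all ribosomal protein genes relative to the median of all genes (-0.38 and -0.42).

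*Hspa8* was higher in 19 of 19 cell types. Transcript length is argued against, since *Hspa8* lay at percentile 96 or higher among the 200 nearest genes in length and expression level in the 4 classes. A shift of the whole library that reaches every cell type stays open. So does a stress response during tissue handling: in 4 of 4 classes the median gene of both an 8-gene heat shock list and a 10-gene immediate early list lay above the median of all genes, by 0.38 and 0.43 (log2) in ILC2-like, 0.71 and 0.40 in NK/ILC1-like, 0.46 and 0.20 in CD45+Thy1- and 0.25 and 0.13 in CD45- cells. All 8 heat shock genes and at least 9 of the 10 immediate early genes had 100 counts or more in each class. BPC exposure as the cause is not separated from handling, which was done once per condition.

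*Ddx3y*, which Fig. 7B labels, had 7439 counts in Alt and 11870 in Alt + BPC, although the paper states that the mice were female. Male cells are argued against by *Eif2s3y*, *Kdm5d* and *Uty*, which together had 130 counts in Alt and 158 in Alt + BPC, with *Xist* at 917 and 1913. Reads of the paralog *Ddx3x* are argued against by a share of 0.0439% of 50-base windows in common and a count ratio that ranged from 1.17 to 2.01 between classes. Other annotated genes share 0% of its windows. Sequence that the annotation lacks stays open, and no biological explanation was tested.

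Genes of alveolar macrophages fell in CD45+Thy1- cells. Fewer such cells (341 in Alt and 171 in Alt + BPC) are not the whole cause, since within their cluster the median log2 ratio of *Ear1*, *Ear2*, *Chil3*, *Plet1* and *Lyz2* was -0.94, against -1.74 over the class. The enrichment, the mice and an effect of BPC stay open and untested.

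*Gm10076* fell together with *Rpl41*. Shared reads are a candidate explanation: 69.9% of its 50-base windows occur in *Rpl41*, and the ratio of their counts was 0.288 to 0.317 in all classes and both libraries. No biological explanation was tested for *Gm10076*. *Gm8797* shares 74.6% of its windows with *Ubb*, but its ratio to this gene moved from 0.185 to 0.114, so shared reads with one fixed share do not describe it.

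The 5 histone genes fell in ILC. A lower share of the proliferating ILC2-like sub-clusters is not the whole cause, since the ratio of the 5 genes was 0.374 within these and 0.313 in the others. The share of cells in S phase within either set was not measured, so fewer cells in S phase stay open. Library preparation that lowers these transcripts in every kind of cell is argued against by CD45+Thy1- cells, where the ratio was 1.28 (0.930 to 1.76) for the 5 genes and 0.959 (0.904 to 1.02) for 58 other histone genes. The latter were at 0.709 in ILC2-like and 0.625 in NK/ILC1-like cells. CD45- cells were at 0.607 and 0.816, so a preparation effect that differs between kinds of cells and an effect of BPC stay open and untested.

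The summed counts of sub-cluster 12 held genes of NK/ILC1 and ILC2 together, and whether single cells held both was not tested. Doublets are argued against as the whole cause by the sub-cluster's median of 4265 counts per cell, within the 4115 and 4623.5 of the 2 classes. Its median doublet score of 0.0475 lies above the 0.0222 and 0.0247 of the classes, so some of its cells may be doublets. No biological explanation was tested.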
